# Endothelium-specific depletion of LRP1 improves glucose homeostasis through inducing osteocalcin

**DOI:** 10.1038/s41467-021-25673-6

**Published:** 2021-09-06

**Authors:** Hua Mao, Luge Li, Qiying Fan, Aude Angelini, Pradip K. Saha, Cristian Coarfa, Kimal Rajapakshe, Dimuthu Perera, Jizhong Cheng, Huaizhu Wu, Christie M. Ballantyne, Zheng Sun, Liang Xie, Xinchun Pi

**Keywords:** Checkpoint signalling, Type 1 diabetes, Type 2 diabetes

## Abstract

The vascular endothelium is present within metabolic organs and actively regulates energy metabolism. Here we show osteocalcin, recognized as a bone-secreted metabolic hormone, is expressed in mouse primary endothelial cells isolated from heart, lung and liver. In human osteocalcin promoter-driven green fluorescent protein transgenic mice, green fluorescent protein signals are enriched in endothelial cells lining aorta, small vessels and capillaries and abundant in aorta, skeletal muscle and eye of adult mice. The depletion of lipoprotein receptor-related protein 1 induces osteocalcin through a Forkhead box O -dependent pathway in endothelial cells. Whereas depletion of osteocalcin abolishes the glucose-lowering effect of low-density lipoprotein receptor-related protein 1 depletion, osteocalcin treatment normalizes hyperglycemia in multiple mouse models. Mechanistically, osteocalcin receptor-G protein-coupled receptor family C group 6 member A and insulin-like-growth-factor-1 receptor are in the same complex with osteocalcin and required for osteocalcin-promoted insulin signaling pathway. Therefore, our results reveal an endocrine/paracrine role of endothelial cells in regulating insulin sensitivity, which may have therapeutic implications in treating diabetes and insulin resistance through manipulating vascular endothelium.

## Abstract (web summary)

The vascular endothelium contributes to metabolic regulation, however, the underlying mechanisms are not fully understood. Here the authors show that endothelial low-density lipoprotein receptor-related protein 1 regulates glucose homeostasis via osteocalcin expression.

## Introduction

An estimated 30.3 million Americans (9.4% of the U.S. population) have diabetes and another 84.1 million people have pre-diabetes, a condition that frequently leads to type 2 diabetes mellitus (T2DM) within 5 years^1^. Individuals with T2DM, constituting about 90% of all cases of diabetes, are unable to properly use their insulin supply due to insulin resistance. Patients with type 1 diabetes mellitus (T1DM) rely on exogenous insulin for blood control and survival. Both T1DM and T2DM are accompanied with chronic vascular complications, which impose profound impacts on the quality of life and health care resource. A growing list of stimuli, including genetic mutations, lipotoxicity, glucotoxicity, inflammation, mitochondrial dysfunction and ER stress can trigger insulin resistance. However, insulin resistance pathogenesis is complicated. When lifestyle change and monotherapies (i.e., metformin, sulfonylurea or insulin) fail to keep hemoglobin A1C values low, combined therapy is needed to sustain glucose at the normal level^2^. However, these therapies are associated with high costs, variable effectiveness and a variety of side effects. It raises urgent needs to identify new molecules that enhance insulin signaling or can be used as insulin replacement for treating diabetes.

The crosstalk of metabolic organs plays a crucial role in glucose and lipid homeostasis, and its dysregulation contributes to the progression of diabetes and insulin resistance^3^. The close anatomical association between metabolic tissues and vascular endothelium suggests they may possess bidirectional crosstalk and thereby be functionally interdependent. However, the importance of endothelial dysregulation in the development of insulin resistance and diabetes is still not fully understood. Low-density lipoprotein receptor-related protein 1 (LRP1), a multifunctional member of the LDL receptor family, is involved in a variety of biological processes such as lipid metabolism, endocytosis and signal transduction^4^. Mice with global LRP1 depletion are embryonic lethal, however, tissue-specific knockout studies link hepatic, adipose, pancreatic and neuronal LRP1 to lipid metabolism, glucose homeostasis and obesity^5–10^. With studies of endothelial-specific LRP1 knockout mice, we have identified a pivotal role for LRP1 in angiogenesis and vascular inflammation^11–13^. We also discovered that endothelial LRP1 depletion improved systemic metabolic homeostasis through increasing lipid metabolism^14^. However, it is not fully understood how endothelial LRP1 regulates glucose homeostasis.

In this study, we performed RNA sequencing analysis with ECs isolated from LRP1 EC-specific inducible knockout (eKO) mice and identified osteocalcin (OCN, also called OCN1, OG1 or Bglap) as one of most upregulated genes in LRP1-depleted ECs. OCN has been recognized as an osteoblast-secreted metabolic hormone^15–18^. Interestingly, our studies demonstrate EC-LRP1 depletion increases OCN expression in ECs and its serum level in vivo. By using a human *ocn* promoter-driven GFPtpz reporter mouse model^15^, GFP signals are enriched in ECs lining aorta, small vessels and capillaries during adulthood. In addition, our results suggest EC-LRP1 depletion alleviates hyperglycemia and insulin resistance in diabetic mice through OCN. Taken for all, our data support that vascular endothelium exerts endocrine/paracrine regulation of energy homeostasis and expands the biological importance of this organ in glucose homeostasis.

## Results

### OCN is expressed in vascular endothelium and induced by LRP1 depletion

Our previous studies indicate that endothelial LRP1 is involved in whole-body energy homeostasis by using an EC-specific LRP1 knockout mouse model generated by the cross of LRP1^f/f^ and Tie2Cre^+^ (LRP1_Tie2_^-/-^) mice followed by bone marrow transplantation^14^. Although LRP1-dependent regulation of PPAR activity and metabolic gene induction explains how LRP1 depletion improves lipid homeostasis^14^, it remains unclear how glucose homeostasis is improved by EC-depletion. Considering anatomic proximity between vascular endothelium and metabolic cells/tissues, we speculated that EC-LRP1 depletion might promote glucose metabolism through secreting regulators. Therefore, we employed mRNA-sequencing (mRNA-seq) analysis to screen ECs isolated from an EC-specific LRP1 inducible knockout mouse model (LRP1 eKO, LRP1^f/f^; Cdh5-CreER^+/-^, Supplementary Fig. 1a, b) and their littermate control (WT, LRP1^f/f^; Cdh5-CreER^-/-^) mice for potential EC-secreted factors. 

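For liver ECs, the values of 4 WT and 4 LRP1 eKO libraries were analysed here, and libraries of heart and lung ECs were not used here. The sample labels describe the cells as liver microvesicular cells of mice at postnatal day 14, an age that the paper's text does not give for this experiment. The authors deposited a table of 22520 protein-coding genes with a quantile-normalized signal for each library, so that the libraries share almost the same sorted values. The signals of a library summed to between 484445 and 485947. Because normalization fixed these totals, the depth of each library is unknown, and the unit before normalization is not stated with the table. The paper's methods describe read counts on mm10, and those counts were not used here. Each signal was converted to log2(signal + 1), and LRP1 eKO and WT libraries were compared with limma, with a mean-variance trend and Benjamini-Hochberg adjustment. The test covered the 11391 genes with a signal of at least 1 in at least 4 of the 8 libraries. Fold changes are on this log2(signal + 1) scale, which understates the change of genes with low signals. Lrp1, on chromosome 10 of GRCm38 from 127538161 to 127621148, was examined first as the targeted gene. Its signal was 65.5 ± 13.3 (SD, n = 4) in WT libraries and 4.41 ± 1.65 (SD, n = 4) in LRP1 eKO libraries, which is 6.74% of the WT mean. The log2 fold change was -3.66 (standard error 0.23, limma adjusted p = 2.8e-06), the largest decrease of the genes tested. Every LRP1 eKO library had a lower Lrp1 signal than every WT library (exact two-sided permutation test, p = 0.029, the smallest p that 4 libraries against 4 allow). The alternative that moved this value most was a pseudocount of 5, with a log2 fold change of -2.91. The correlation of log2 signals across genes, which are not independent replicates, was between 0.990 and 0.998 within WT libraries, between 0.985 and 0.998 within LRP1 eKO libraries, and between 0.964 and 0.981 across genotypes. A list of 20 pan-endothelial genes had a median percentile between 47.9 and 51.3 among all genes of a library. For a list of hepatic stellate and fibroblast genes it was between 81.6 and 89.2. Changes in ECs and in other cells of the preparation are therefore not told apart in the results for liver ECs.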

At a fold-change cutoff of > +/− 2.0, there were sets of genes either upregulated (905, 1096) or downregulated (446, 257) in response to LRP1 depletion in ECs isolated from liver (MLivECs) or heart and lung (MHLECs), respectively (Fig. 1a, b and Supplementary Fig. 2a, b). 

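In the liver EC preparations, 99 genes were upregulated and 90 genes were downregulated in LRP1 eKO libraries at a limma adjusted p below 0.05 and a change of at least 2-fold. Of these 189 genes, 180 had no overlap between the signals of WT and LRP1 eKO libraries. Among all genes tested, 42.6% showed no overlap, where chance gives 2.86%. The number of genes depended most on the 2-fold threshold, since 2164 genes were higher and 2526 genes were lower at an adjusted p below 0.05 alone. Without LRP1 eKO replicate 2, 163 genes were upregulated and 83 were downregulated. The 5 largest increases among the genes without overlap were those of Isg15, Esr1, Ifit1, Usp18 and Ifi44. Isg15 (chromosome 4, 156199424 to 156200818) rose from 11.0 ± 1.69 to 138 ± 9.94 (SD, n = 4 each), a log2 fold change of 3.55 (limma adjusted p = 8.1e-09). The signal of Esr1 was 0.203 ± 0.0404 in WT and 12.4 ± 0.273 in LRP1 eKO libraries (SD, n = 4 each), a log2 fold change of 3.48 (limma adjusted p = 4.0e-10). The table gives 1 value per gene, so that reads of the estrogen receptor part of CreER and of the endogenous Esr1 gene are not separated in it. The 5 largest decreases were those of Lrp1, Myl1, Cxcl13, Serpina1a and Atp2a1. Cxcl13 went from 26.1 ± 3.39 to 4.71 ± 0.554 (SD, n = 4 each), with a log2 fold change of -2.25 (limma adjusted p = 2.7e-07). Myl1 had a log2 fold change of -2.31 (limma adjusted p = 5.1e-06). The WT signals of both genes were highest in WT replicate 4.

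**Figure D1:**
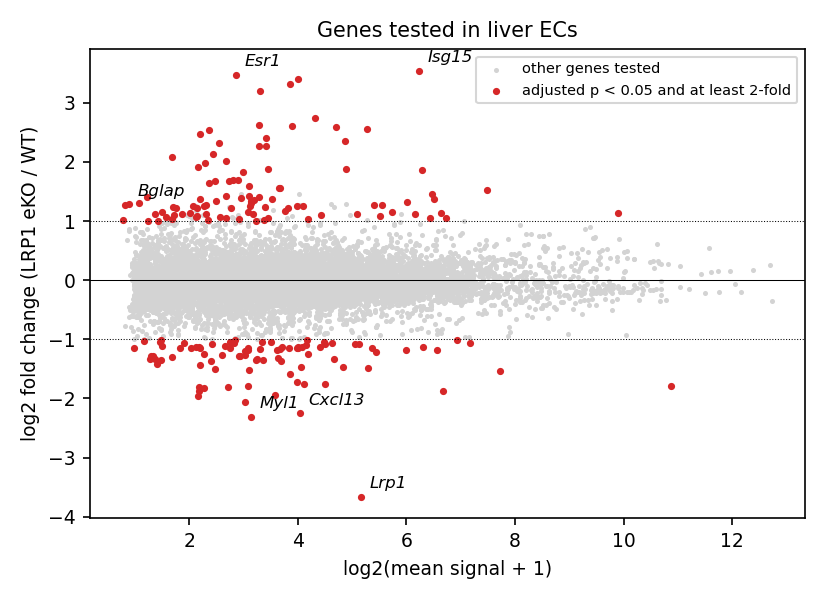
Each point is 1 of the 11391 genes tested in liver ECs. The horizontal axis shows log2(mean signal + 1) over the 8 libraries and the vertical axis the log2 fold change between LRP1 eKO and WT, with the 189 genes past both thresholds in red, dotted lines at a 2-fold change, and Lrp1 as the lowest point.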

Notably, gene expression patterns in MLivECs and MHLECs were overly different (Fig. 1b). Gene set enrichment analysis (GSEA) was performed with the MSigDB 6.0 on these datasets of MLivECs and MHLECs, and GSEA implementation was used to screen for pathways and processes. GSEA of data indicated that EC-LRP1 depletion resulted in changes of multiple cellular processes, such as proliferation, inflammation and metabolic responses, and including both overlapping and unique ones in MLivECs and MHLECs (Supplementary Fig. 2c). It suggests the heterogeneity of ECs isolated from different vessel beds. 

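The MSigDB collections were not used here. For liver ECs, 14 gene lists of 40 genes each, written by hand for the processes of Supplementary Fig. 2c and for FoxO targets, were tested with limma's camera, with a preset correlation of 0.01 between genes and adjustment over the lists. At an adjusted p below 0.05, 12 lists changed. The same number passed with fry, but with a correlation estimated from the libraries 1 list remained, the interferon gamma response (adjusted p = 0.017 from camera). For proliferation, 38 of the 39 tested genes of the E2F targets and cell cycle list were lower in LRP1 eKO libraries, with a median log2 fold change of -0.65 (adjusted p = 1.3e-19 from camera). Ccnb2, Ccnb1 and Ccna2 had the smallest adjusted p of this list, and Ccnb2 went from 20.9 ± 0.566 to 9.06 ± 0.615 (SD, n = 4 each). Of 31 tested genes of the interferon gamma response, 30 were higher and 19 were past both thresholds, with a median log2 fold change of 1.14 (adjusted p = 8.1e-24 from camera). The inflammatory response list rose by a median of 0.76 (adjusted p = 0.0075 from camera), with 15 genes higher and 5 lower. Its adjusted p from camera rose to 0.12, 0.11 and 0.069 when LRP1 eKO replicate 1, 3 or 4 was left out, and to 0.19 with a minimum mean signal of 5, and its median was 0.18 over 39 genes with no filter. Ccl5, the gene of this list with the smallest adjusted p, had a signal of 0.284 ± 0.0878 in WT and 2.41 ± 0.0733 in LRP1 eKO libraries (SD, n = 4 each). The mean log2(signal + 1) of the inflammatory list was 3.04 in LRP1 eKO replicate 2, within the WT range of 2.95 to 3.17. In the other LRP1 eKO libraries it was 3.62 to 3.85. A list of macrophage genes was also lowest in LRP1 eKO replicate 2 (2.10, against 4.74 to 5.61), so that a varying share of macrophage RNA was not excluded for the inflammatory list. TNF signaling via NF-kB showed a median log2 fold change of 0.19 (adjusted p = 0.0011 from camera). Among metabolic lists, all 39 tested genes of oxidative phosphorylation were lower, with a median of -0.20 (adjusted p = 5.2e-07 from camera). Glycolysis (median 0.20) and mTORC1 signaling (median 0.24) were higher, with 28 of 40 and 33 of 39 tested genes rising. With 1 library left out, the median ranged from 0.18 to 0.22 for glycolysis and from 0.13 to 0.26 for mTORC1 signaling. The lists of xenobiotic (median -0.20), fatty acid (median -0.15) and bile acid metabolism (median -0.14) were lower, as was adipogenesis (median -0.11), whose adjusted p from camera was 0.089 without LRP1 eKO replicate 2. With no filter, the median was -0.10 for xenobiotic, -0.14 for fatty acid and -0.039 for bile acid metabolism, and -0.071 for adipogenesis. Myogenesis had a median of -1.27, with 15 of 16 tested genes lower, and of -0.52 over 39 genes with no filter. A separate list of hepatocyte genes was also lower, with a median of -1.50 over 13 tested genes. A smaller share of hepatocyte RNA was thus not excluded for the lower metabolic lists, nor a smaller share of muscle cell RNA for myogenesis. The reactive oxygen species pathway did not pass the threshold (median -0.14, adjusted p = 0.44 from camera).

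**Figure D2:**
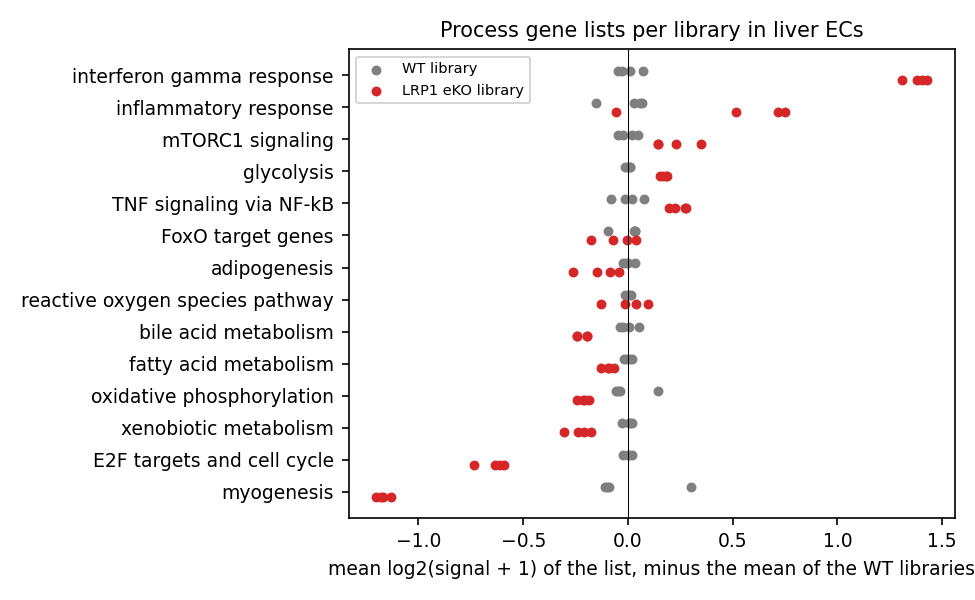
Each point is 1 library of liver ECs, WT in grey and LRP1 eKO in red. The horizontal axis shows the mean log2(signal + 1) of the tested genes of a list minus the mean of the WT libraries, for the 14 lists on the vertical axis, with all 4 LRP1 eKO libraries to the right of the WT libraries for the interferon gamma response and to the left for myogenesis and E2F targets.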

More importantly, both paracrine and endocrine signals may play roles in endothelial LRP1-dependent metabolic regulation.

**Fig. 1:**
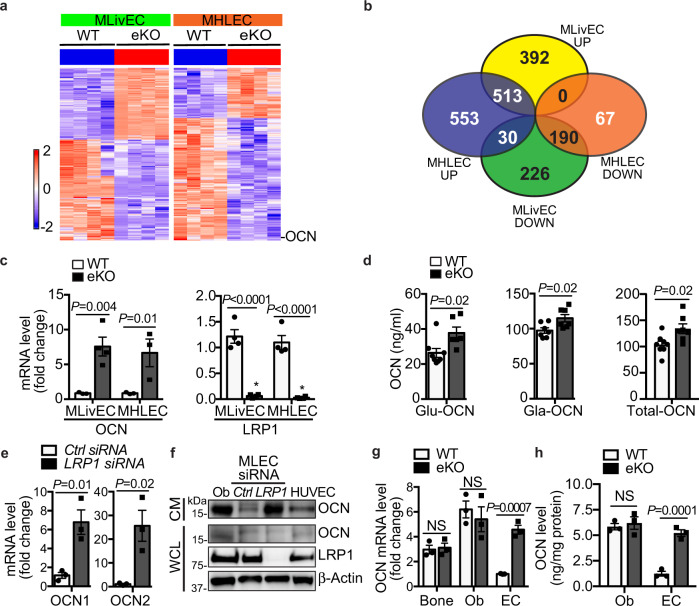
Osteocalcin is induced in LRP1-depleted ECs. **a** Heatmaps of mRNA-seq data demonstrate changes in gene expression profiles of liver ECs (MLivECs) and heart and lung ECs (MHLECs) isolated from LRP1 (eKO, LRP1^f/f^; Cdh5-CreER^+/-^) or their littermate control (WT, LRP1^f/f^; Cdh5-CreER^-/-^) mice. **b** A Venn diagram shows upregulated (UP) or downregulated (DOWN) gene numbers in LRP1-depleted MLivECs and MHLECs. **c** Expression changes of OCN and LRP1 were confirmed by real-time PCR. **d** Blood levels of Glu-, Gla- and total-OCN. **e** OCN1 and OCN2 mRNA levels in mouse lung ECs (MLECs) following transfection of LRP1 or control siRNAs. **f** OCN levels in conditioned media (CM) and whole-cell lysates (WCL) of osteoblasts (Ob) and different ECs. HUVEC, human umbilical vein endothelial cell. **g** OCN mRNA levels in marrow-flushed bone, osteoblasts (Ob) and ECs isolated from wildtype (WT) or LRP1 eKO mice. **h** OCN levels in CM of Obs and ECs isolated from WT or LRP1 eKO mice. *n* = 3 (**c** WT; **c** eKO, MHLEC), 4 (**c** eKO, MLivEC), 8 (**d** WT, Glu/Total-OCN), 7 (**d** Gla-OCN; eKO, Total-OCN), 6 (**d** eKO, Glu-OCN), 3 (**e**, **g**, **h**). NS, not significant. Data are presented as mean ± SEM. Analysis was two-way ANOVA followed by Fisher’s LSD multiple comparison test (**c**, **g**, **h**) or unpaired two-tailed Student’s *t*-test (**d**, **e**).

*Ocn* was one among the most upregulated genes that have been identified in our mRNA-seq datasets, showing a 58.13- or 30.14-fold increase in LRP1-depleted MLivECs or MHLECs, respectively (Fig. 1a and Supplementary Table 1). 

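In the liver EC libraries, Bglap, the gene of Ocn, had signals of 0.151, 0, 0.181 and 0 in WT replicates 1 to 4 and of 1.93, 1.69, 1.62 and 1.35 in LRP1 eKO replicates 1 to 4. The mean was 0.0831 ± 0.0968 (SD, n = 4) in WT and 1.65 ± 0.241 (SD, n = 4) in LRP1 eKO libraries. The LRP1 eKO mean was above that of 52.8% of the genes in the table, which include 4561 genes at 0 in every library. It was near the filter, a signal of 1, and thus low among the genes tested. The log2 fold change was 1.29 (standard error 0.091, limma adjusted p = 6.6e-06), and the groups did not overlap (exact two-sided permutation test, p = 0.029). With each library left out in turn, it stayed between 1.24 and 1.35. By this fold change, Bglap ranked 54 among the genes tested. The ratio of the arithmetic means without a pseudocount moved the value most. By this ratio, Bglap was 19.8-fold higher in LRP1 eKO libraries and ranked 3 among the genes tested, after Esr1 and Bglap2, but 12 among all genes above 0 in WT libraries, and 848 more genes at 0 in all WT libraries have no such ratio. Because WT replicates 2 and 4 were listed at 0, the ratio rests on the low signals of WT replicates 1 and 3, and without WT replicate 3 it was 32.7. From its datasets of liver ECs and of heart and lung ECs, the paper states that Ocn was among the most upregulated genes (Fig. 1a).

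**Figure D3:**
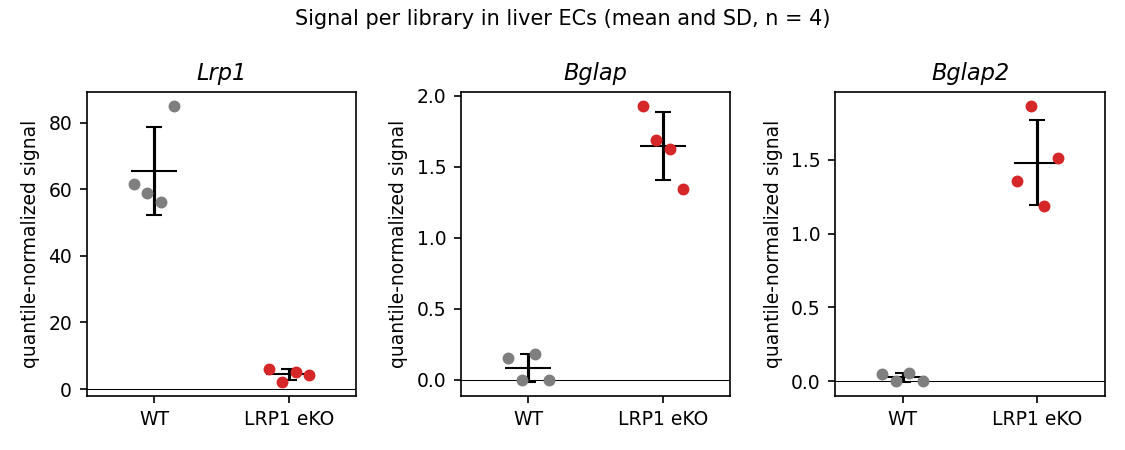
Quantile-normalized signal of Lrp1, Bglap and Bglap2 in liver ECs on the vertical axes, for WT and LRP1 eKO on the horizontal axes. Points are libraries and bars show the mean and SD (n = 4), with each LRP1 eKO library below all WT libraries for Lrp1 and above them for Bglap and Bglap2.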

To further understand how OCN expression is regulated in ECs, we first confirmed the induction of OCN and changes of other candidate genes with real-time PCRs (Supplementary Fig. 2d). OCN mRNA level was markedly increased up to 7.6- or 6.7-fold in LRP1-depleted MLivECs or MHLECs (Fig. 1c). As OCN is a secreted protein, we detected an increase in its serum level in LRP1 eKO mice (Fig. 1d). OCN can be carboxylated at γ-carboxyglutamic acid (Gla) residues, and only uncarboxylated (Glu) and undercarboxylated OCN are biologically active^17^. We noticed serum levels of both active and inactive OCN (Glu-OCN, Gla-OCN) were increased (Fig. 1d). Different from human *ocn* gene, there is a gene cluster containing *ocn1* (*ocn*), *ocn2* and *ocn*-related gene (*org*) in mouse genome^16^. 

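In the GENCODE M21 annotation of GRCm38, the build also called mm10, Bglap and Bglap2 lie on the minus strand of chromosome 3. Bglap (ocn1) extends from 88383501 to 88384464, and Bglap2 (ocn2) extends from 88377736 to 88378699. Bglap and Bglap2 each have a transcript of 4 exons. Of the 391 stretches of 50 bases in the coding transcripts of Bglap, 292 (74.7%) also occur in those of Bglap2. A read of this length from such a stretch matches both genes, and how such reads were assigned is not stated with the deposited table. Pmf1 lies upstream of Bglap on the same strand, from 88394143 to 88410331, and Paqr6 lies on the plus strand from 88364584 to 88368541.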

OCN1 and OCN2 proteins only differ in two amino acids located at their signal peptides, while ORG is more different from them. We observed upregulation of both OCN1 and OCN2 in mRNA-seq data (Supplementary Table 1) and confirmed their increases in LRP1-depleted mouse lung ECs (MLECs, Fig. 1e) and MHLECs (Supplementary Fig. 2e–g). In addition, OCN protein was detected in conditioned media (CM) of human and mouse primary ECs and LRP1 depletion in MLECs by its specific siRNA dramatically increased its level (Fig. 1f). However, LRP1 depletion in ECs did not increase OCN levels in marrow-flushed bones or cultured osteoblasts and their CM isolated from LRP1 eKO mice (Fig. 1g). 

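Bglap2, the gene of OCN2, had signals of 0.0475, 0, 0.0563 and 0 in WT replicates 1 to 4 of the liver ECs and of 1.36, 1.86, 1.18 and 1.51 in LRP1 eKO replicates 1 to 4. The mean rose from 0.0259 ± 0.0302 to 1.48 ± 0.290 (SD, n = 4 each). Its log2 fold change was 1.27 (standard error 0.087, limma adjusted p = 5.4e-06), with a rank of 59 among the genes tested, and the groups did not overlap (exact two-sided permutation test, p = 0.029). The ratio of its arithmetic means was 57.0, and 93.5 without WT replicate 3, as it rests on the 2 WT libraries above 0. As the transcripts of Bglap and Bglap2 share most of their sequence, the division of the signal between them is uncertain. Pmf1 went from 13.6 ± 1.76 to 7.84 ± 0.706 (SD, n = 4 each), a log2 fold change of -0.72 (limma adjusted p = 3.0e-04). Paqr6, fitted without the filter, was lower, with a log2 fold change of -0.33 (limma adjusted p = 0.0057) and no overlap of the groups. Differences of the neighboring genes Slc25a44 and Smg5 were not detected (limma adjusted p = 1.00 and 0.98).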

The specific increase of OCN level by LRP1 depletion in ECs but not in osteoblasts was also observed in their CM (Fig. 1h and Supplementary Fig. 2h). To test whether LRP1 depletion in ECs might impact bone remodeling that indirectly affects the circulating osteocalcin level, we evaluated bone turnover and observed no significant differences in the bone formation rates between LRP1 eKO and WT mice (Supplementary Fig. 2i). Taken together, our results suggest that EC-LRP1 depletion specifically increases OCN expression in ECs.

OCN has been recognized as an osteoblast-specific hormone^15–18^. However, its expression in ECs has never been reported. Previous studies suggest the promoters of the two mouse *ocn* genes exhibit the similar modular organization as that in the rat and human genes although some *cis-* and *trans-*acting elements and their responses to vitamin D are different^19–21^. Our data showed LRP1 depletion increased mouse and human OCN expression similarly (Fig. 1f), suggesting the regulation of OCN expression by LRP1 in mouse and human likely shares a common mechanism. Therefore, we evaluated OCN expression with hOC-GFPtpz transgenic mouse model, where GFP expression is driven by human *ocn* promoter^15^. Surprisingly, aorta, skeletal muscle and eye displayed strong GFP signals although their levels were lower than marrow-flushed bones (Fig. 2a). The *en face* and cross-section staining of aorta isolated from hOC-GFPtpz mice demonstrated these GFP signals were mainly located in ECs (Fig. 2b, top panel and 2c, Supplementary Fig. 2j). In addition, GFP signals were observed in ECs lining small vessels and capillaries of the skeletal muscle (Fig. 2b, bottom panels). We also monitored GFP signals in mice at different age and noticed a decrease of GFP signals in marrow-flushed bone, but a dramatic increase in aorta, when comparing 4.5-months-old mice with 1.5-month-old ones (Fig. 2d). However, GFP signals dropped in aorta and skeletal muscle but not in bone of diabetic mice induced by streptozotocin (STZ; Fig. 2e), suggesting that EC-OCN expression is sensitive to metabolic stress. To further confirm the induction of OCN by LRP1 depletion in ECs, we generated a LRP1 eKO; hOC-GFPtpz mouse model (Fig. 2f). As expected, GFP level was increased in aorta and skeletal muscle, but not in bone, of LRP1 eKO; hOC-GFPtpz mice, compared to their littermate control (WT; hOC-GFPtpz) mice (Fig. 2f). Collectively, our data suggest that EC is a key source of OCN in circulation during adulthood and its expression is regulated by LRP1 and metabolic stress.

**Fig. 2:**
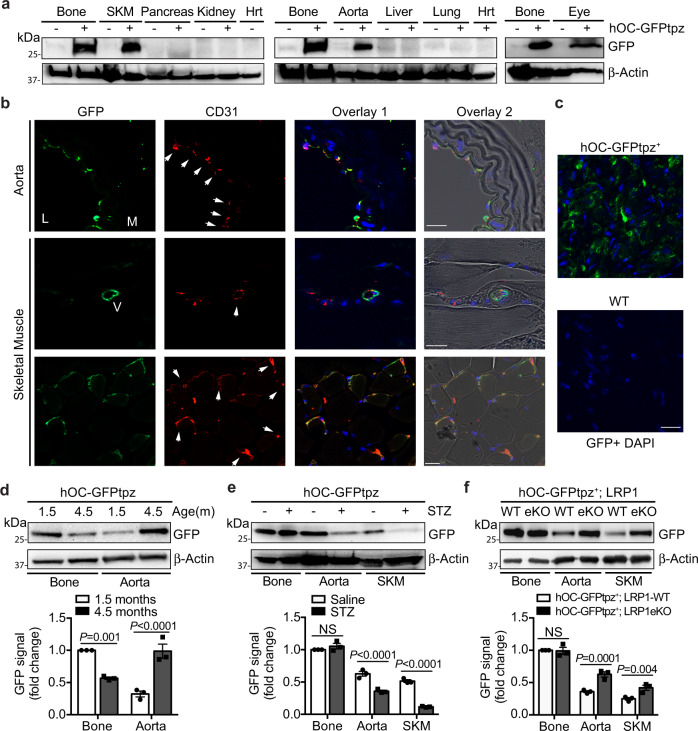
The ocn promoter-driven GFP expression in ECs. **a**–**c** The *ocn* promoter-driven GFP expression was detected in aorta and other tissues of hOC-GFPtpz mice, determine by Western blotting (**a**), cross-section staining with aorta and skeletal muscle (**b**) and *en face* staining with aorta (**c**). SKM, skeletal muscle. Hrt, heart. Arrows indicate GFP-positive ECs. L, lumen. M, media. V, vessel. Negative control images with tissues of non-transgenic mice are shown in Supplementary Figure 2j. **d** GFP levels in bone and aorta isolated from hOC-GFPtpz mice at indicated age. **e** GFP levels in bone, aorta and skeletal muscle isolated from streptozotocin (STZ)-induced diabetic or control hOC-GFPtpz mice. **f** GFP levels in bone, aorta and skeletal muscle isolated from LRP1 eKO; hOC-GFPtpz or WT; hOC-GFPtpz mice. Scale bar, 20 μm. *n* = 3 (**d**–**f**). NS, not significant. Data are presented as mean ± SEM. Analysis was two-way ANOVA followed by Fisher’s LSD multiple comparison test (**d**–**f**).

### LRP1 depletion induces OCN through promoting FoxO nuclear export in ECs

To delineate the regulatory mechanisms by which endothelial LRP1 depletion promotes OCN expression, we performed GSEA motif analysis with the mRNA-seq datasets. Our motif analysis results demonstrate that many transcription factors were potentially regulated by LRP1 depletion (Supplementary Fig. 3a). Particularly, many genes identified from mRNA-seq assays contained upstream consensus binding sites for FoxOs (Supplementary Fig. 3b), a subgroup of the Forkhead family of transcription factors^22^. 

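Binding sites in promoter sequences were not analysed here. All 10 genes that the source data of Supplementary Fig. 3b give as examples were tested in the liver EC libraries, and 10 had a higher mean in LRP1 eKO libraries. Their log2 fold changes ranged from 0.21 to 1.33, with a median of 0.41. At a limma adjusted p below 0.05, 7 differed over all genes tested and 7 when adjusted over the list alone. Since these examples were chosen from these experiments, neither count is independent evidence. With 1 library left out, from 6 to 9 differed over all genes tested. Ifih1, which is the gene that passed the 2-fold threshold, rose from 3.99 ± 0.314 to 11.6 ± 1.09 (SD, n = 4 each), a log2 fold change of 1.33 (limma adjusted p = 1.6e-06). Interferon response genes rose in the same libraries, and whether the rise of Ifih1 depends on FoxO was not tested here. Mmp13 had a log2 fold change of 0.86 (limma adjusted p = 2.1e-04) and Ghr of 0.42 (limma adjusted p = 1.3e-04). Bdnf and Rarb rose by 0.48 and 0.37 on the log2 scale (limma adjusted p = 8.3e-04 and 0.0017). Pdgfa rose by 0.24 and Map4k5 by 0.21 (limma adjusted p = 0.022 and 0.019), but the limma adjusted p of Pdgfa was 0.058, 0.055 and 0.060 without WT replicate 1 or 2 or LRP1 eKO replicate 1, and that of Map4k5 was 0.051 without LRP1 eKO replicate 4. The differences of Il7r, Sema3a and Id2 did not pass the threshold (limma adjusted p = 0.12, 0.13 and 0.19). Without LRP1 eKO replicate 2, Il7r and Id2 passed it, with log2 fold changes of 1.25 and 0.66. With the mean of a list of macrophage genes in each library as a covariate, which was chosen after seeing the data, 7 of the examples had a limma adjusted p below 0.05, and the log2 fold changes of Il7r and Id2 were 0.18 and 0.019 (limma adjusted p = 0.27 and 0.84). The separate list of FoxO target genes, of which 33 were tested, had a median log2 fold change of 0.015 (adjusted p = 0.63 from camera), whose sign changed between alternatives. The signal of Foxo1 was 4.44 ± 0.204 in WT and 3.69 ± 0.204 in LRP1 eKO libraries (SD, n = 4 each), a log2 fold change of -0.21 (limma adjusted p = 0.015). Its limma adjusted p rose to 0.052 under 1 alternative of the processing, and was at most 0.045 with 1 library left out. Foxo4 was also lower (log2 fold change -0.24, limma adjusted p = 0.0041), and a difference of Foxo3 was not detected (limma adjusted p = 0.23).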

In osteoblasts, FoxO1 is responsible for suppressing OCN expression and inducing OST-PTP expression, which further blocks OCN bioactivity^23,24^. Therefore, we hypothesize that LRP1 regulates OCN expression through regulating FoxO repressor activity in ECs. LRP1 is a heterodimer containing an extracellular α chain and a membrane-anchored cytoplasmic β chain (LRP1β). Upon certain stimuli, LRP1β can also be processed by γ-secretase and translocated to the nucleus, where it regulates the activity and subcellular localization of nuclear enzymes and transcriptional regulators^11,14,25,26^. Given that LRP1β regulates the activity of these nuclear proteins mainly through protein-protein interaction, we started to test whether LRP1 can interact with FoxOs. Indeed, both overexpressed and endogenous LRP1β were associated with FoxO1, FoxO3 and FoxO4, demonstrated by immunoprecipitation assays (Fig. 3a, b). Next, we evaluated the subcellular location of LRP1 and FoxO1 in MLECs with immunofluorescence imaging and subcellular fractionation assays. In control MLECs, FoxO1 signals were observed in both the cytosol and nucleus (Fig. 3c–e). However, when LRP1 was depleted, FoxO1 signals were increased in cytosol but decreased in nucleus, indicating its nuclear export (Fig. 3c–e). Next, we tested whether overexpression of constitutively active FoxO1 (CA-FoxO1), where AKT phosphorylation sites were mutated^27^, could ‘rescue’ the inhibitory effect of LRP1 on OCN induction. We performed imaging studies and observed that CA-FoxO1 signals were localized in the MLEC nucleus even when LRP1 was depleted (Supplementary Fig. 3c). By performing real-time PCRs, we detected that LRP1 depletion-induced OCN mRNA level or OCN secreted into the conditioned media was blocked by the overexpression of CA-FoxO1 (Fig. 3f, Supplementary Fig. 3d). Taken together, these results suggest that LRP1 depletion induces OCN expression through promoting nuclear export of FoxO1.

**Fig. 3:**
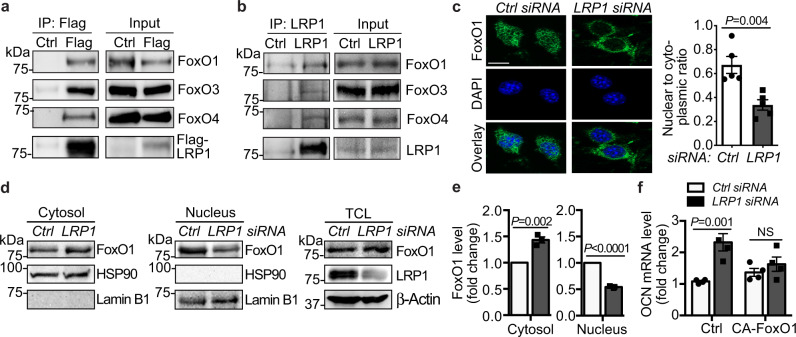
LRP1 depletion induces OCN through increasing FoxO nuclear export in ECs. **a**, **b** LRP1 was associated with FoxOs. Lysates of HEK 293 cells containing stably expressed Flag-LRP1β (**a**) or MLECs (**b**) were immunoprecipitated with anti-Flag or anti-LRP1 resin and blotted for FoxOs. **c**–**e** LRP1 depletion in MLECs led to FoxO1 nuclear export. MLECs were transfected with LRP1 or control siRNAs and subjected for immunofluorescence imaging (**b**) or subcellular fractionation assays (**d**, **e**). MLECs were stained for FoxO1 (green) and the nucleus (DAPI, blue, **b**) and the intensity ratio of FoxO1 signals in the nucleus compared to that in cytosol was quantified. Scale bar, 10 μm. TCL, total cell lysates. **f** Constitutively active FoxO1 (CA-FoxO1) inhibited LRP1 depletion-induced OCN, analyzed with real-time PCR. *n* = 5 (**c**), 3 (**e**), and 4 (**f**). NS, not significant. Data are presented as mean ± SEM. Analysis was two-way ANOVA followed by Fisher’s LSD multiple comparison test (**f**) or unpaired two-tailed Student’s *t*-test (**c**, **e**).

### Endothelial LRP1 depletion improves glucose homeostasis in diabetic mice

Similar as our previous observations with LRP1_Tie2_^-/-^ mice^14^, LRP1 eKO mice displayed increased insulin sensitivity, without dramatic changes in glucose tolerance, compared to their littermate control (WT, LRP1^f/f^; Cdh5-CreER^-/-^) mice (Supplementary Fig. 4a, b). To further elucidate insulin action in vivo, we performed hyperinsulinemic-euglycemic clamp assays and discovered that EC-LRP1 depletion led to a significant increase in glucose uptake in skeletal muscle and a milder increase in white adipose tissue, without changes in hepatic glucose production at basal condition or after clamp (Supplementary Fig. 4c–e). These data suggest that LRP1 depletion in ECs majorly increases glucose utilization in skeletal muscle in physiological condition. In a diet-induced obese (DIO) mouse model, LRP1 eKO mice displayed less weight gain and lower blood insulin, glucose, TG and FFAs levels and HOMA-IR scores compared to WT mice following high-fat diet (HFD) feeding (Supplementary Fig. 5a–f). Improved responses in glucose clearance and insulin sensitivity were also observed in HFD-fed LRP1 eKO mice (Fig. 4a). By performing hyperinsulinemic-euglycemic clamp studies, we observed significantly higher glucose infusion rate (GIR), the amount of exogenous glucose required to maintain euglycemia, and the glucose disposal rate (GDR) in HFD-fed LRP1 eKO mice compared to WT mice (Fig. 4b, c). In addition, glucose uptake in skeletal muscle and WAT was substantially increased in LRP1 eKO mice although there was no change with hepatic glucose production (Fig. 4d, e and Supplementary Fig. 5g). It suggests EC-LRP1 depletion improves insulin sensitivity by increasing glucose uptake in peripheral tissues in DIO mice. Next, we investigated the effect of EC-LRP1 depletion in T1DM. Following STZ-induced islet beta-cell injury, serum insulin level decreased to minimum in both LRP1 eKO and WT mice (Fig. 4f), which is consistent to markedly decreased beta-cell masses in both LRP1 eKO and WT mice compared to their non-STZ controls (Supplementary Fig. 5h). In addition, insulin level was lower in LRP1 eKO mice than WT mice before STZ injection but higher after STZ injection (Fig. 4f). However, no significant beta-cell mass differences were detected between LRP1 eKO and WT mice before or after STZ treatments (Supplementary Fig. 5h). It suggests the regulation of insulin level in LRP1 eKO mice involves some unknown mechanisms that still need further investigation. Interestingly, LRP1 eKO mice were less hyperglycemic than WT mice, although their body weights were similar (Fig. 4g, h). Clamp studies demonstrated that LRP1 depletion decreased hepatic glucose production at the basal and clamp conditions and increased glucose infusion rate and glucose uptake in skeletal muscle (Fig. 4i–m), suggesting an improved glucose response in LRP1 eKO mice upon insulin deficiency. Taken together, our results suggest that EC-LRP1 depletion improved glucose homeostasis in diabetic mice.

**Fig. 4:**
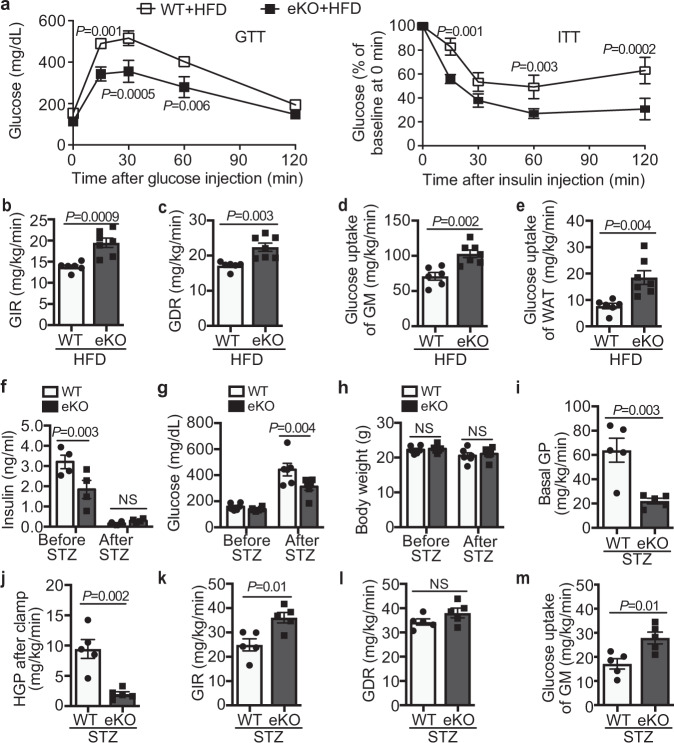
LRP1 eKO mice display improved glucose response in diabetic mice. Glucose studies were performed with HFD-fed (**a**–**e**) or STZ-injected (**f**–**m**) LRP1 eKO and WT mice. **a** Glucose and insulin tolerance tests (GTTs, ITTs). **b**–**e** Hyperinsulinemic-euglycemic glucose clamp studies were performed in HFD-fed WT and LRP1 eKO mice for measurements of (**b**) GIR, (**c**) GDR, glucose uptake in gastrocnemius muscle (GM, **d**) and white adipose tissue (WAT, **e**). Results for control chow-fed mice are included in Supplementary Fig. 4. **f**–**h** Blood levels of insulin (**f**), glucose (**g**) and body weight (**h**). **i**–**m** Hyperinsulinemic-euglycemic glucose clamp studies were performed in WT and LRP1 eKO mice after STZ-induced diabetes for measurements of basal glucose production (GP, **i**), hepatic GP after clamp (HGP, **j**), GIR (**k**), GDR (**l**), and glucose uptake of GM (**m**). *n* = 7 (**a**; **b**–**e**, eKO), 6 (**b**–**e**, WT; **f**, WT, after STZ; **g**–**h**), 4 (**f**, WT, before STZ; **f**, eKO), 5 (**i**–**m**). NS, not significant. Data are presented as mean ± SEM. Analysis was two-way ANOVA followed by Fisher’s LSD multiple comparison test (**a**, **f**–**h**) or unpaired two-tailed Student’s *t*-test (**b**–**e**, **i**–**m**).

### OCN requires IGF1R and GPRC6A to activate insulin signaling pathway

OCN is an osteoblast-secreted hormone to stimulate pancreatic beta-cell proliferation and insulin secretion, and insulin sensitivity in liver, muscle and white adipose tissue^16–18,28^. However, the underlying molecular mechanisms by which OCN improves insulin sensitivity are not fully understood. Insulin signaling pathway is a central player in tuning blood glucose levels^29^. Therefore, we investigated whether OCN could activate the insulin signaling pathway in metabolic tissues. Similar as insulin and IGF1, OCN increased phosphorylation of IRS1, AKT and GSK3β in mouse skeletal muscle and liver, and induced membrane translocation of GLUT4 in skeletal muscle (Fig. 5a, b and Supplementary Fig. 6a–c), indicating the activation of insulin signaling and glucose transport. Previous studies demonstrate that OCN induces AKT phosphorylation and GLUT4 membrane translocation in muscles^30^ and our data confirmed these findings. To understand how IRS1 is phosphorylated by OCN, we evaluated the autophosphorylation of IR and IGF1R, an indicator for the activation of IR and IGF1R. Interestingly, OCN increased phosphorylation of IR and IGF1R at tyrosine 1131 and 1146, respectively (Fig. 5a, b and Supplementary Fig. 6a, b), suggesting that OCN promotes the activation of IR and IGF1R. OCN can signal through GPRC6A^30,31^. Therefore, we tested whether OCN and GPRC6A could form a complex with IR or IGF1R and whether they are required for the activation of insulin signaling downstream mediators. By performing co-immunoprecipitation assays, we observed that Flag-tagged OCN was co-immunoprecipitated with overexpressed IGF1R or IR, and GPRC6A was also in the complex with IGF1R in HEK293 cells (Fig. 5c–f). In addition, endogenous IR and IGF1R were also detected in the complex with OCN in primary hepatocytes (Fig. 5g). In IGF1R^-/-^ hepatocytes, OCN-induced phosphorylation of IRS1, AKT and GSK3β was inhibited dramatically (Fig. 5h and Supplementary Fig. 6d), suggesting that IGF1R is required for OCN-induced insulin signaling. In addition, IGF1R depletion by its siRNAs significantly decreased the amount of 2-deoxyglucose (2DG) uptake in C2C12 myoblasts (Fig. 5i and Supplementary Fig. 6e). GPRC6A depletion with its specific siRNAs in hepatocytes also blocked IRS1 phosphorylation induced by OCN, but not by insulin or IGF1 (Fig. 5j and Supplementary Fig. 6f), suggesting that GPRC6A is required for OCN-induced IRS1 activation. Taken together, these results indicate that OCN promotes the activation of the insulin signaling likely through GPRC6A and IGF1R.

**Fig. 5:**
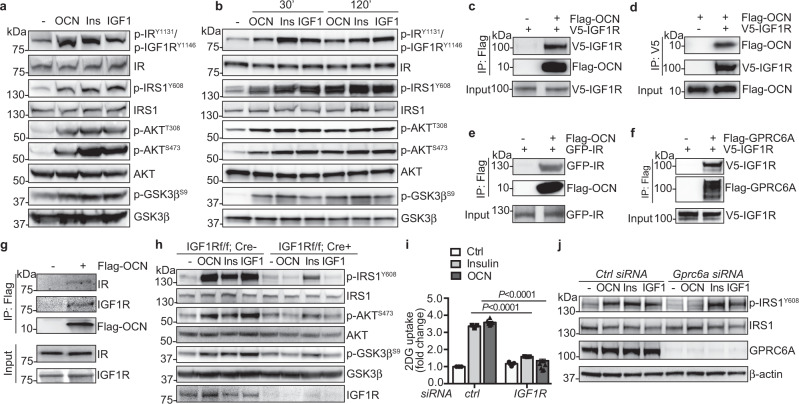
OCN requires GPRC6A and IGF1R for the activation of the downstream insulin signaling pathway. **a**, **b** OCN promoted insulin signaling in skeletal muscle (**a**) and liver (**b**). Ins, insulin. **c**–**f** OCN was associated with IGF1R (**c**, **d**) and IR (**e**), and GPRC6A was associated with IGF1R (**f**) in HEK 293 cells. **g** OCN was in the complex with endogenous IR and IGF1R in primary hepatocytes. **h** IGF1R was required for OCN-induced phosphorylation of insulin signaling mediators in primary hepatocytes. **i** IGF1R knockdown inhibited OCN-promoted 2DG uptake. C2C12 cells were transfected with IGF1R siRNAs and then treated with OCN or insulin for 2 h. *n* = 3 for three independent repeats of each experiment. **j** GPRC6A knockdown inhibited OCN-induced phosphorylation of insulin signaling mediators in primary hepatocytes. *n* = 3 (**i**, ctrl, Insulin), 6 (**i**, OCN). Data are presented as mean ± SEM. Analysis was two-way ANOVA followed by Fisher’s LSD multiple comparison test (**i**).

### OCN, induced by LRP1 depletion in HFD-fed mice, promotes blood glucose clearance

OCN knockout mice are obese, displaying glucose intolerance and insulin resistance^17^, which is opposite to the metabolic phenotype of LRP1 eKO mice where blood OCN level was increased (Fig. 1d). In addition, blood OCN levels are inversely correlated with the metabolic syndrome, adiposity and insulin resistance^32^. Similarly, we also observed decreases of blood OCN levels in metabolic syndrome patients (Fig. 6a). To further determine how LRP1 depletion-induced OCN changes in diabetic conditions, we measured blood OCN levels in HFD-fed LRP1 eKO and WT mice. As expected, blood Glu-, Gla- and total OCN levels were decreased in HFD-fed WT mice (Fig. 6b–d) compared to CC-fed mice (Fig. 1d). However, LRP1 depletion-induced OCN levels sustained at a high level in HFD-fed LRP1 eKO mice (Fig. 6b–d). Our signaling data (Fig. 5) suggested that OCN promotes glucose disposal by increasing the activity of insulin signaling pathway. Therefore, we evaluated whether acute administration of OCN could sufficiently promote glucose clearance in vivo. To test this, we performed OCN tolerance tests (OTTs) during which the acute changes of blood glucose level were monitored in response to OCN injection. Interestingly, OCN injection resulted in a glucose-lowering response with the peak at 3 h after injection, which was slower than insulin (peaking at 0.5 h, Fig. 6e, f). In HFD-induced insulin-resistant mice, insulin at the same dose used for CC-fed mice failed to decrease blood glucose levels in HFD-fed mice, showing a 60% decrease in its maximal sensitivity (Fig. 6f, g). However, OCN still displayed an efficient glucose-lowering response in HFD-fed mice compared to CC-fed mice (Fig. 6e, g).

**Fig. 6:**
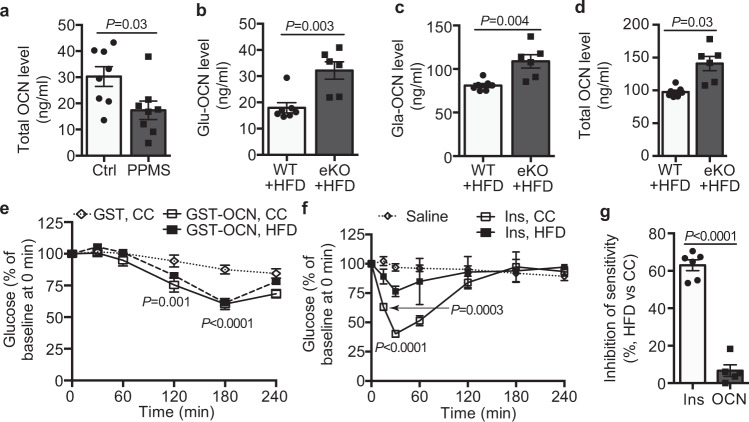
OCN, induced by LRP1 depletion in HFD-fed mice, promotes blood glucose clearance. **a** Blood OCN levels in human metabolic syndrome patients (MS) and normal lean controls (Ctrl). **b**–**d** Blood Glu-, Gla- and total OCN levels in HFD-fed WT and eKO mice. Results for control chow (CC)-fed mice are included in Fig. 1d. **e**–**g** OCN and insulin tolerance tests in CC and HFD mice (OTTs in **e**, ITT in **f**). The inhibition of maximal sensitivity for insulin and OCN in HFD-fed mice compared to CC-fed ones is presented in **g**. *n* = 11 (**a**), 7 (**b**–**d**, WT), 6 (**b**–**d**, eKO), 5 (**e**; **f**, saline; **g**, OCN), 4 (**f**, insulin, CC), 6 (**f**, insulin, HFD; **g**, insulin). Data are presented as mean ± SEM. Analysis was unpaired two-tailed Student’s *t*-test (**a**–**d, g**) or two-way ANOVA followed by Fisher’s LSD multiple comparison test (**e**, **f**).

### EC-LRP1 depletion normalizes hyperglycemia through OCN

Next, we also monitored blood OCN level in in STZ-induced diabetes and detected decreases of Glu-, Gla- and total OCN levels in diabetic mice (Fig. 7a–c compared to Fig. 1d). However, EC-LRP1 depletion normalized these decreases (Fig. 7a–c). To elucidate whether OCN is required for EC-LRP1 depletion-improved glucose responses in diabetic mice, we depleted OCN protein with adeno-associated viral particles containing *OCN* shRNA (OCN AAV-shRNA) in vivo. As expected, OCN AAV-shRNA decreased blood OCN levels in LRP1 eKO mice to a similar level as that in WT mice (Fig. 7a–c), indicating the successful knockdown of OCN in mice. We compared blood glucose levels between OCN AAV-shRNA or control virus-injected mice. The results showed OCN AAV-shRNA-injected LRP1 eKO mice displayed severe hyperglycemia, displaying a reverse response to the normalized non-fasting glucose level in LRP1 eKO mice following STZ injection (Fig. 7d). During glucose tolerance tests, STZ-injected LRP1 eKO mice also displayed more efficient glucose clearance than WT mice (Fig. 7e, g). However, this improvement was abolished in OCN AAV-shRNA-injected LRP1 eKO mice (Fig. 7f, g). Taken together, our results suggest OCN is required for EC-LRP1 depletion to protect mice from T1DM. Last, we tested whether OCN administration is sufficient to alleviate hyperglycemia in mice with T1DM when insulin is deficient. Following daily injection of OCN for two weeks, no changes were observed with blood insulin levels (Fig. 7h). However, blood glucose levels markedly dropped within two weeks, with a 29.3±7.3% or 41.0±16.9% decrease at one or weeks after OCN injection, compared to saline group (Fig. 7i-j). Taken together, these data suggest that OCN efficiently improves glucose response in both insulin resistant and deficient mice and may possess a great potential to treat diabetes.

**Fig. 7:**
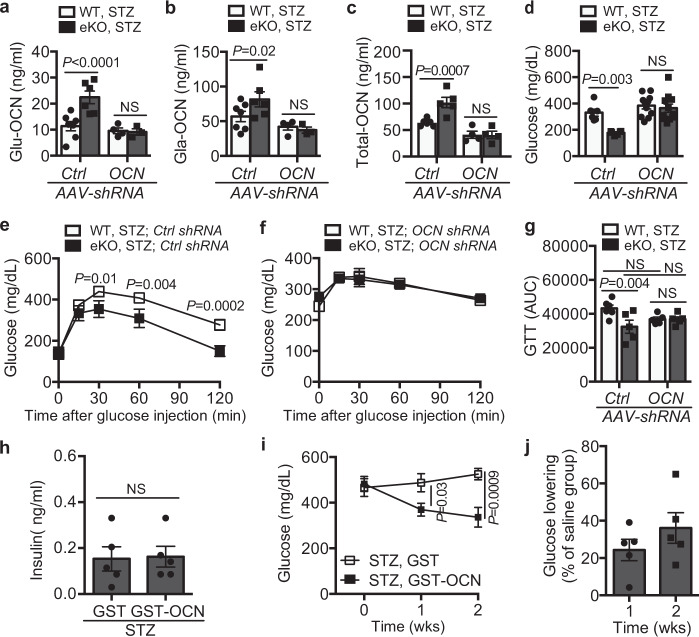
OCN silencing in vivo inhibits endothelial LRP1 depletion-improved glucose responses. **a**–**d** Blood levels of Glu- (**a**), Gla- (**b**) and total OCN (**c**), and non-fasting glucose (**d**) after AAV-OCN-shRNA or AAV-Ctrl-shRNA injection in mice after STZ treatment. The data for control mice are shown in Fig. 1d. **e**–**g** Glucose tolerance tests in AAV-Ctrl-shRNA (**e**) and AAV-OCN-shRNA (**f**) injected mice after STZ-induced diabetes. **g** Areas under the curve (AUCs) for GTTs. **h** Blood levels of insulin in saline (containing GST-OCN or GST)-injected STZ mice. The data for non-STZ control mice are shown in Supplementary Fig. 5b. **i–j** OCN administration alleviates hyperglycemic response in STZ-induced type 1 diabetic mice. The percentage of glucose-lowering in GST-OCN-injected STZ mice compared to GST-injected mice is presented in **j**. *n* = 6 (**a**–**c**, WT; **d**, Ctrl-shRNA; **e**–**g**, WT; **h**), 5(**a**–**c**, eKO, Ctrl-shRNA; **e**–**g**, eKO; **i, j**), 4 (**a**–**c**, eKO, OCN-shRNA), 11 (**d**, OCN-shRNA). NS, not significant. Data are presented as mean ± SEM. Analysis was two-way ANOVA followed by Fisher’s LSD multiple comparison test (**a**–**g, i**) or unpaired two-tailed Student’s *t*-test (**h**, **j**).

## Discussion

In this study, we show that LRP1 in the vascular endothelium plays a critical role in defining whole-body glucose metabolism through secreting OCN. In the absence of endothelial LRP1, the secretion of OCN from ECs is increased, which improves glucose uptake of skeletal muscle and WAT and decreases glucose production of hepatocytes. When OCN is depleted, the protective effects of endothelial LRP1 depletion in diabetes are abrogated. Based on these results, we propose a signaling cascade induced by endothelial LRP1 depletion for the regulation of glucose metabolism. Specifically, LRP1 depletion in ECs leads to FoxO1 nuclear export, which relieves the inhibitory effect of FoxO1 on OCN induction. Once OCN is secreted into circulation, it promotes the activation of insulin signaling cascades and glucose uptake. This signaling pathway establishes a direct cause-effect relationship between vascular endothelium and glucose homeostasis through endocrine/paracrine regulation. In addition, our findings indicate that OCN might act as an endogenous stimulus for insulin signaling and provide insights into treating diabetes and insulin resistance.

Our understanding of ECs, which were initially recognized as a thin layer of squamous cells lining in the inner surface of the circulatory system, has evolved significantly in the last two decades. It has been well appreciated that ECs play active roles in a variety of biological processes. However, most research has focused on the regulatory roles of endothelial dysfunction in vascular diseases in response to injury or stress such as diabetes^33^. Based on the emerging data that we present here, we start to appreciate that the crosstalk between ECs and metabolic tissues/cells is bidirectional^34^. A group of EC-derived regulatory factors have been reported, such as nitric oxide, insulinotropic factors and growth factors that increase insulin secretion^35,36^. The discovery that OCN can be secreted by ECs provides evidence for the endocrine/paracrine regulation of glucose homeostasis by the vascular endothelium. Therefore, we propose that endothelial dysregulation should be considered as an important contributor to abnormal glucose handling. Our previous studies demonstrate critical roles of LRP1 in endothelial cell function, such as angiogenesis, inflammation and lipid transport^11–14^. These processes regulated by LRP1 might also contribute to the improvement of glucose metabolism in LRP1 eKO mice, which warrants further investigation. Before the discovery of OCN induction in ECs, OCN was considered to be secreted mainly from osteoblasts^16–18,28^. Recent studies indicate that OCN expression can be detected in bone marrow-generated procalcific cells such as monocytes, endothelial progenitor cells and megakaryocytes^37–40^. Our data suggest that vascular endothelium could be another important source for OCN. In our studies with AAV- OCN shRNA injection, OCN depletion was not limited to ECs. Therefore, the “rescue” effect for AAV-OCN shRNA could be maximized due to OCN knockdown in a variety of cells (i.e., ECs, osteoblasts). In osteoblasts, the FoxO-Runx2 signaling pathway is responsible for insulin-induced OCN expression^24^. Likewise, we also show that LRP1 depletion induces OCN through promoting FoxO nuclear export. It indicates that similar signaling cascades induce OCN in ECs and osteoblasts. Given that OCN-driven GFP expression is decreased in aorta and skeletal muscle but not in marrow-flushed bone (Fig. 2e), we speculate that EC-specific regulatory mechanisms for OCN induction also exist and remains to be further characterized. The hOC-GFPtpz reporter mouse model has been validated as a great tool for the understanding of human OCN promoter activation^15,41^. Based on our observations in hOC-GFP transgenic mice (Fig. 2e, f), the regulation of human *Ocn* promoter-driven GFP expression by hyperglycemia and LRP1 depletion is similar as that of mouse OCN. Interestingly, OCN mRNA and protein were detected in mouse lung, heart and liver ECs (Fig. 1) but human *Ocn* promoter-driven GFP signals were not observed in these organs (Figs. 1 and 2). It suggests the expression pattern of human OCN might be different from mouse OCN. In addition, its expression in mouse tissues other than lung, heart and liver still need further evaluation due to EC heterogeneity. The mouse *Ocn* promoter-driven reporter mouse models would be a great tool for these studies.

Previous studies demonstrate that OCN increases insulin sensitivity through indirect mechanisms, including increasing secretion of adiponectin or reducing ER stress through NFκB and PI3K signaling^17,42^. In addition, OCN increases glucose and fatty acid utilization in myofibers through upregulating interleukin 6, resulting an enhancement of exercise capacity^30^. Long-term (28 days) administration of OCN enhances insulin-stimulated downstream signaling in liver, adipose tissue and skeletal muscle^42^. We observed that OCN also acutely activated IRS1 in vivo (Fig. 5a, b). It suggests that the protective effect of OCN in glucose homeostasis involves in multiple layers of regulation. A putative receptor for OCN is GPRC6A^30,31^. Both GPRC6A^-/-^ and OCN^-/-^ mice show similar phenotypes, including exacerbated glucose intolerance and impaired insulin secretion^17,43,44^. OCN can activate GPRC6A in a dose-dependent manner^31^. The binding of OCN to the cell is blocked by GPRC6A depletion^43^. We discovered that both OCN and GPRC6A were in the complex with IGF1R and the depletion of IGF1R or GPRC6A blocked OCN-induced downstream insulin signaling events (Fig. 5c–j), suggesting that OCN promotes insulin signaling pathway through GPRC6A and IGF1R. However, how OCN signaling leads to the activation of insulin signaling pathway and what are the specific roles of GPRC6A, IGF1R and IR in this signaling cascade remain to be further determined.

Insulin therapy is the standardized treatment for T1DM, however, many patients with T1DM still display A1C levels higher than 7.0% and poor metabolic control^45^. Standard insulin therapy in T1DM is associated with increased complications, including hypoglycemia, weight gain, dyslipidemia, and insulin resistance^46^. Therefore, combined therapies that are used for T2DM are also needed for T1DM at certain conditions^46^. IGF1 has been tested for treating both T1DM and T2DM. However, its side effects (i.e., cancer risk) limit its potential application as a hypoglycemic agent. Our studies suggest that OCN could improve glucose tolerance in both insulin-deficient and insulin-resistant conditions. However, adverse effects might exist for OCN since it is often associated with vascular calcification^47,48^. Therefore, understanding the underlying mechanisms of OCN regulation of glucose metabolism and dissecting its interplay with insulin and IGF1 will shed light on how to use it to treat diabetes in an effective and safe manner.

## Methods

### Mice and subjects

We used the mating of LRP1^flox/flox^ and Cdh5-CreER^+/-^ mice to generate the LRP1^f/f^; Cdh5-CreER^±/-^ (WT or eKO) male mice for normal chow, HFD feeding and STZ-induced diabetes studies. hOC-GFPtpz transgenic mice were crossed with LRP1 eKO mice to examine the *ocn* promoter-driven GFP expression. B6; 129S7-*Lrp1*^*tm2Her*^/J (LRP1-floxed; LRP1^f/f^), B6.Cg-Tg (CAG-Cre/Esr1*) 5Amc/J (CAG-CreER^+/-^) and B6;129-*Igf1r*^*tm2Arge*^/J (IGFIR-floxed; IGF1R^f/f^) mice were obtained from Jackson Laboratories. The Cdh5 (PAC)-CreERT2 (Cdh5-CreER^+/-^) mice were generously provided by Dr. Ralf H. Adams^49^. All adult mice were fed the control chow (CC, 14.7% calories from fat) or HFD (60% calories from fat) for 12 weeks. For STZ-induced diabetes, adult mice were injected with STZ (40 mg/kg, intraperitoneally; *i.p*.) for 5 consecutive days. Blood serum was obtained before and after they were fed with different diets. Primary MVECs were isolated from mouse liver, lung and heart. For insulin signaling experiments in Fig. 5a, b and 5h, mice were injected with insulin at 0.5 U/kg, IGF1 at 800 μg/kg and OCN (Abcam) at 150 μg/kg for indicated time period. In addition, STZ mice were injected daily with saline containing GST-OCN or GST at 100 μg/kg for 2 weeks and blood glucose levels were monitored. Adenoviral particles expressing mouse OCN shRNA and control shRNA-contained virus were injected into the mice via tail vein with a titer at 7 × 10^11^ per 25 g mice. All mice were housed on a 12-h light/dark cycle, with food and water ad libitum. Mouse rooms were maintained at 65–75 °F (~18–23 °C) with 40–60% humidity. All experimental procedures on mice were performed according to the National Institutes of Health Guide for the Care and Use of Laboratory Animals and approved by the Institutional Committee for the Use of Animals in Research at Baylor College of Medicine. Studies also performed with human samples collected through the study^50^ that has been approved by the Institutional Review Board for Baylor College of Medicine and Affiliated Hospital. Informed consent was obtained from all subjects. The detailed baseline characteristics (i.e., age, BMI, sex, blood glucose) of these participants have been listed in the Table 1 of the previously published paper^50^.

### Cell lines and primary cells, immunoblotting, immunoprecipitation, and membrane fractionation

HEK293 cells were grown in Dulbecco’s modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and antibiotics (100 U/ml penicillin, 68.6 mol/l streptomycin). Mouse primary microvascular ECs were isolated using PECAM-1 antibody Dynabead selection^14^. C2C12 cells were cultured in DMEM supplemented with 10% FBS, 5% horse serum and antibiotics (100 U/ml penicillin, 68.6 mol/l streptomycin). Primary hepatocytes were isolated using collagenase perfusion method^51^. For immunoprecipitation (IP) experiments, protein A/G Plus-agarose was used to pull down antibody complexes following our established methods^11^. For transient transfection, HEK293 cells were transfected with V5-tagged IGF1R, GFP-IR or Flag-GPRC6A plasmids with Lipofectamine 2000. Two days later, HEK293 cells or primary hepatocytes were treated with Flag-tagged OCN protein and then washed with cold PBS and cross-linked with DSP (dithiobis(succinimidyl propionate)) at 4 °C for 2 h. Cell lysates were harvested and IPed with anti-Flag resin and precipitates were blotted with indicated antibodies. Membrane fractionation was performed based on our published protocol with small modification^13^.

### Analysis of endocrine hormones and metabolites

Serum values for glucose were measured with a mouse endocrine multiplex assay, and insulin with ELISA kits. Free fatty acid (FFA) assays were performed with non-esterified fatty acids kits. Lipid contents were measured with Infinity triglyceride kits.

### Glucose/insulin/ OCN tolerance tests (GTTs, ITTs, OTTs)

Glucose tolerance tests (GTTs) were performed after an overnight (for CC and HFD-fed mice) or 6 h fasting (for STZ-induced diabetes mice) following the published protocol^52^. Blood glucose was measured after an *i.p*. glucose injection (1 g/kg) with a Freestyle Glucose Monitoring System (Abbott Laboratories). Insulin (ITTs) and OCN tolerance testing (OTTs) were performed after 4 h fasting. Blood glucose was measured after an intravenous injection of OCN (150 μg/kg, Abcam) for OTTs, and an *i.p*. insulin injection at 0.5 U/kg for ITTs in CC-fed (Supplementary Fig. 4a) and HFD-fed mice (Fig. 6f), and 1 U/kg for HFD-fed mice (Fig. 4a).

### Hyperinsulinemic-euglycemic clamp

The studies were performed in unrestrained mice using the insulin clamp technique (using variable insulin doses) in combination with [^3^H]glucose and [^14^C]2-deoxyglucose following the published protocol^52^. In summary, mice were cannulated and allowed to recover for 4 to 7 days before the clamp. After an overnight fasting, mice received a primed dose of [^3^H]glucose (10 μCi) and then a constant rate intravenous infusion (0.1 μCi/min) of [^3^H]glucose using a syringe infusion pump for 90 min. Blood samples were collected for the determination of basal glucose infusion. After 90 min, mice were infused with insulin for 2 h (4 or 10 milliunits/kg/min for control chow-fed or high-fat diet-fed mice, respectively). Simultaneously, 25% glucose was infused at an adjusted rate to maintain the blood glucose level at 100–140 mg/dL. Blood glucose concentration was determined every 10 min by a glucometer. At the end of a 120-min period, blood was collected for the measurements of hepatic glucose production and peripheral glucose disposal rates. For tissue specific uptake, we inject 2-deoxy-D-[1,-^14^C] glucose (10 μCi) into bolus during hyperinsulinemic-euglycemic clamp at 45 min before the end of the clamps and collect blood sample at 5, 10, 15, 25, 35, and 45 min. At the end of the clamp, mouse tissues were harvested for the evaluation of glucose uptake.

### Gene expression analysis (real-time PCR and RNA-seq)

Total RNAs were reversely transcribed into cDNAs with iScript^TM^ cDNA synthesis kit. The real-time PCR was performed with FastStart Universal Probe Master mix, specific primers (Supplementary Table 2) and probes for each gene (Universal ProbeLibrary Probes #97 for LRP1, #32 for OCN, #71 for OCN1 and OCN2, #13 for Selplg, #7 for Alox5ap, #80 for HMGCS2, #5 for Timp4 and #80 for GAPDH) in Roche Lightcycler 480 PCR machine. Reaction mixtures were incubated at 95 °C for 10 min followed by 55 cycles at 95 °C for 10 s and 60 °C for 30 s. GAPDH was used as the housekeeping gene. Total RNAs isolated from mouse lung, heart and liver ECs were processed to generate cDNA libraries that were sequenced on the Illumina HiSeq 2500 platform by the Baylor RNA Profiling Core laboratories. Sequencing data were trimmed using trimGalore and mapped to mouse genome build UCSC mm10 using the STAR software version 2.7.1. Gene expression was quantified using featureCounts version 1.6.4 using the GENCODE gene model. Differential expression was obtained using the R package EdgeR version 3.32.0, with significance achieved at a fold-change of 2.0 and FDR ( <0.05)-adjusted p-value <0.05. Gene set enrichment analysis was performed using the GSEA software against the Molecular Signature database. The pathway collections KEGG, Reactome, Hallmark, and Gene Ontology Biological processes were used to determine enriched pathways.

### Designed siRNAs and transient transfection

The stealth siRNA duplexes against human LRP1 were obtained from Life Technologies. The siRNA is a duplex of 5’- GGGUGGAGAGUAACCUGGAUCAGAU-3’. The control siRNA is the Stealth RNAi negative control duplex (Cat. No. 12935-300) and was purchased from Life Technologies. The siRNA duplexes against mouse IGF1R and GPRC6A were obtained from Santa Cruz Biotechnology. The siRNAs were transfected into isolated wild-type ECs according to our previous published protocol^25^. Briefly, for each sample, 2 × 10^5^ ECs were transfected with 100 pmol siRNA. Experiments with siRNA-transfected ECs were performed 2 days later. CA-FoxO1 (pcDNA3 Flag FKHR AAA mutant containing mutations of T24A, S256A and S319A) was transfected in ECs following our previous published protocol^11^.

### Immunofluorescent studies

Immunostaining with frozen sections, fresh tissues and cultured cells was performed following the previous protocols^14,53^. Aorta, skeletal muscle, and eyes were fixed overnight in 4% PFA in PBS. Following the incubation with 15 and 30% sucrose gradient, tissues were frozen in OCT mounting media. Cryosections of 5 μm thickness were processed for staining with indicated antibodies. For *en-face* staining of aorta, aortic segments were dissected out and gently cleaned of the adventitia and fixed in 3.7% formaldehyde for 10 min at room temperature, followed by staining with indicated antibodies following the previous protocol^53^. The *en face* images of the endothelial layer and the cross-sectional images of tissues were visualized by confocal laser scanning microscopy. To quantify the co-localization of LRP1 and CA-FoxO1, each stack optical section was analyzed using the Coloc 2 plug-in (Fiji, https://imagej.net/Coloc_2) developed for ImageJ software following the previous protocol^14^. The co-localization of LRP1 with CA-FoxO1 was estimated by the use of Pearson’s correlation coefficient.

### Glucose uptake assay

C2C12 cells were cultured and used to determine glucose uptake using a Glucose Uptake Assay Kit (colorimetric) and Glucose Uptake-Glo™ Assay Kit according to the manufacturer’s protocols.

### Purification of OCN recombinant protein

The OCN plasmid was transformed into *E.coli* Lemo21 (DE3) cells. The culture was grown overnight with vigorous shaking and then added 1000 μM L-rhamnose. Cells were then cultured at 30 °C until O.D. reached 0.6. IPTG (400 μM) was added and the culture was incubated at 30 °C overnight. The bacteria culture was harvested and resuspended in 20 mM Tris pH 7.5, 0.1 % Triton X-100 buffer containing protein inhibitor cocktail. The mixture was sonicated and then centrifuged at 200,000 x *g* (Ti45 rotor) at 4 °C for 30 min. The clarified lysate was mixed with glutathione-Sepharose 4B (AP Biotech) at 4 °C for 2 h. Beads were washed several times with 20 mM Tris pH 7.5, 0.1 % Triton X-100, followed by a single wash with detergent-free 50 mM Tris pH 8.0 buffer. GST-fusion proteins were eluted with 10 mM reduced glutathione in 50 mM Tris pH 8.0 solution. The eluted protein was dialyzed overnight against PBS. The PBS buffer was changed several times during the dialysis. Then the elution was loaded onto SDS-PAGE gel and the purchased OCN protein (Abcam) was loaded as a positive control. The gel was stained with Coomassie blue G250 for quantification and also detected for OCN with Western blotting. In addition, HEK293 cells were transfected with OCN with Flag-tag at its c-terminus. Then, their conditioned media were collected for Flag-OCN protein enrichment through anti-flag resin followed by elution with Flag peptide and passing through filters with cutoff size at 4 kDa. These GST-OCN proteins were used for in vivo experiments and Flag-OCN proteins were used for biochemical studies with cultured cells.

### Isolation of bone and osteoblasts from mice

Tibia and femur marrow-flushed bone were collected from 4~6 weeks old mice and soft tissues were removed. The crushed bone pieces were either lysed in the protein lysis buffer or Trizol solution (Thermo Fisher) for protein or RNA purification. Osteoblasts were isolated from mouse calvaria based on a published protocol with minor modifications^54^. Briefly, the mouse calvaria bone was collected and the surrounding soft tissue was removed. Bone was chopped into small fragments of 1–2 mm^2^ and incubated for 30 min in a shaking water bath at 37 °C with dissociation solution (DMEM with final concentration of 2.7 units/ml collagenase class I and 11.8 units of collagenase class II), followed by second incubation with dissociation solution for 30 min, one incubation with Trypsin (5 mg/ml in PBS, EDTA 0.1 g/ml) for 30 min and third incubation with dissociation solution for 30 min. After three washes with DMEM and 10% FBS, Bone fragments were cultured with DMEM supplemented with 10% FBS, 100 μg/ml ascorbic acid and antibiotics (100 U/ml penicillin, 68.6 mol/l streptomycin). Two weeks later, Cells were collected for protein and RNA extraction.

### Beta-cell mass estimation

Pancreatic sections were deparaffinized and then rehydrated through the treatments with decreased ethanol gradients. Microwave antigen retrieval using 10 mM citrate buffer (pH 6.0) was used to expose the antigens. Next, the 5-μm cryosections were blocked with 5% heat-inactivated rabbit serum for 1 h and then incubated overnight with primary antibodies against insulin diluted in the blocking solution. Sections were then incubated in the dark with a secondary antibody conjugated with Alexa Fluor 488 in blocking solution and also counter-stained with DAPI. Serial sections with each 50 μm apart were examined and imaged using immunofluorescent microscopy. Beta-cell mass was calculated as the relative beta-cell area (the percentage of insulin-positive area over total pancreatic area) multiplied by pancreatic weight following the previous protocol^17^. At least four mice were analyzed per group.

### In vivo calcein labeling and calculation of bone formation rate

Calcein labeling and BFR calculation were performed following the previous protocols^55,56^. For dynamic measurements of bone formation, filtered calcein solution in 2.0% sodium bicarbonate (pH 7.0) were injected into 6~8 weeks old mice intraperitoneally at 7 and 2 days prior to sacrifice. Femur, tibia and vertebrae were fixed in formalin followed by 70% ethanol. Sections were analyzed under the fluorescence microscope (Zeiss). Analysis of bone formation rate (BFR) was performed with ImageJ. BFR per bone surface is the volume of mineralized bone formed per unit time and per unit bone surface. It was calculated as the product of mineral apposition rate (MAR) and mineralizing surface per bone surface (MS/BS), BFR = MAR* (MS/BS). More than 300 μm of bone surface per bone was analyzed.

### Quantification and statistical analysis

Data are shown as mean ± SEM. “*n*” represents the number of biological replicates. Student’s *t*-test (for comparison between two groups) or one-way (for comparisons of three or more groups and one variant) or two-way ANOVA (for comparisons of three or more groups and two variants) followed by Fisher’s LSD post hoc pairwise tests were used for statistical analysis of data that passed for the normality of distribution by Kolmogorov–Smirnov and for equal variance. If data failed normality of distribution or equal variance tests, Mann–Whitney *U*-test (for 2-group comparison) or Kruskal–Wallis test (for comparison of three or more groups) followed by Dunnett post hoc pairwise tests was used instead. Values of *P* ≤ 0.05 were considered statistically significant. No statistical methods were used to predetermine the sample size. No randomization was used as all mice used were genetically defined, inbred mice. Data analysis for metabolic phenotype was performed in a blinded fashion. All data presented in this study are representative results of at least three independent experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data that support the findings of this study are available within the article, its Supplementary Information files. The raw sequencing data generated in this study have been deposited in the NCBI GEO database under accession number-GSE117560. The detailed information of key reagents is provided in Supplementary Table 3. The source data underlying Figures and Supplementary Figures are provided as a Source Data file. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Caspard H (2018). Recent trends in the prevalence of type 2 diabetes and the association with abdominal obesity lead to growing health disparities in the USA: An analysis of the NHANES surveys from 1999 to 2014. Diabetes Obes. Metab..

[2] Cersosimo E, Johnson EL, Chovanes C, Skolnik N (2018). Initiating therapy in patients newly diagnosed with type 2 diabetes: Combination therapy vs a stepwise approach. Diabetes Obes. Metab..

[3] Saltiel AR, Kahn CR (2001). Insulin signalling and the regulation of glucose and lipid metabolism. Nature.

[4] Lillis AP, Van Duyn LB, Murphy-Ullrich JE, Strickland DK (2008). LDL receptor-related protein 1: unique tissue-specific functions revealed by selective gene knockout studies. Physiol. Rev..

[5] Basford JE (2011). Hepatic deficiency of low density lipoprotein receptor-related protein-1 reduces high density lipoprotein secretion and plasma levels in mice. J. Biol. Chem..

[6] Herz J, Clouthier DE, Hammer RE (1992). LDL receptor-related protein internalizes and degrades uPA-PAI-1 complexes and is essential for embryo implantation. Cell.

[7] Hofmann SM (2007). Adipocyte LDL receptor-related protein-1 expression modulates postprandial lipid transport and glucose homeostasis in mice. J. Clin. Invest..

[8] Liu Q (2011). Lipoprotein receptor LRP1 regulates leptin signaling and energy homeostasis in the adult central nervous system. PLoS Biol..

[9] Rohlmann A, Gotthardt M, Hammer RE, Herz J (1998). Inducible inactivation of hepatic LRP gene by cre-mediated recombination confirms role of LRP in clearance of chylomicron remnants. J. Clin. Invest.

[10] Ye R (2018). Intracellular lipid metabolism impairs beta cell compensation during diet-induced obesity. J. Clin. Invest..

[11] Lockyer P (2017). LRP1-dependent BMPER signaling regulates lipopolysaccharide-induced vascular inflammation. Arterioscler. Thromb. Vasc. Biol..

[12] Mao H, Lockyer P, Townley-Tilson WH, Xie L, Pi X (2016). LRP1 regulates retinal angiogenesis by inhibiting PARP-1 activity and endothelial cell proliferation. Arterioscler. Thromb. Vasc. Biol..

[13] Pi X (2012). LRP1-dependent endocytic mechanism governs the signaling output of the bmp system in endothelial cells and in angiogenesis. Circ. Res..

[14] Mao H (2017). Endothelial LRP1 regulates metabolic responses by acting as a co-activator of PPARgamma. Nat. Commun..

[15] Bilic-Curcic I (2005). Visualizing levels of osteoblast differentiation by a two-color promoter-GFP strategy: Type I collagen-GFPcyan and osteocalcin-GFPtpz. Genesis.

[16] Desbois C, Hogue DA, Karsenty G (1994). The mouse osteocalcin gene cluster contains three genes with two separate spatial and temporal patterns of expression. J. Biol. Chem..

[17] Lee NK (2007). Endocrine regulation of energy metabolism by the skeleton. Cell.

[18] Lian J (1989). Structure of the rat osteocalcin gene and regulation of vitamin D-dependent expression. Proc. Natl Acad. Sci. USA.

[19] Rahman S (1993). Multiple copies of the bone-specific osteocalcin gene in mouse and rat. Endocrinology.

[20] Sims NA (1997). Human and murine osteocalcin gene expression: conserved tissue restricted expression and divergent responses to 1,25-dihydroxyvitamin D3 in vivo. Mol. Endocrinol..

[21] Ducy P, Karsenty G (1995). Two distinct osteoblast-specific cis-acting elements control expression of a mouse osteocalcin gene. Mol. Cell Biol..

[22] Papanicolaou KN, Izumiya Y, Walsh K (2008). Forkhead transcription factors and cardiovascular biology. Circ. Res..

[23] Rached MT (2010). FoxO1 expression in osteoblasts regulates glucose homeostasis through regulation of osteocalcin in mice. J. Clin. Invest..

[24] Yang S (2011). Foxo1 mediates insulin-like growth factor 1 (IGF1)/insulin regulation of osteocalcin expression by antagonizing Runx2 in osteoblasts. J. Biol. Chem..

[25] Mao H, Lockyer P, Townley-Tilson D, Xie L, Pi X (2016). LRP1 regulates retinal angiogenesis by inhibiting PARP-1 activity and endothelial cell proliferation. Arterioscler. Thromb. Vasc. Biol..

[26] Zurhove K, Nakajima C, Herz J, Bock HH, May P (2008). Gamma-secretase limits the inflammatory response through the processing of LRP1. Sci. Signal.

[27] Tang ED, Nunez G, Barr FG, Guan KL (1999). Negative regulation of the forkhead transcription factor FKHR by Akt. J. Biol. Chem..

[28] Ducy P (2011). The role of osteocalcin in the endocrine cross-talk between bone remodelling and energy metabolism. Diabetologia.

[29] Boucher, J., Kleinridders, A. & Kahn, C. R. Insulin receptor signaling in normal and insulin-resistant states. *Cold Spring Harb. Perspect. Biol.***6**, a009191 (2014).10.1101/cshperspect.a009191PMC394121824384568

[30] Mera P (2016). Osteocalcin signaling in myofibers is necessary and sufficient for optimum adaptation to exercise. Cell Metab..

[31] Pi M (2005). Identification of a novel extracellular cation-sensing G-protein-coupled receptor. J. Biol. Chem..

[32] Saleem U, Mosley TH, Kullo IJ (2010). Serum osteocalcin is associated with measures of insulin resistance, adipokine levels, and the presence of metabolic syndrome. Arterioscler. Thromb. Vasc. Biol..

[33] van den Oever IA, Raterman HG, Nurmohamed MT, Simsek S (2010). Endothelial dysfunction, inflammation, and apoptosis in diabetes mellitus. Mediators Inflamm..

[34] Pi X, Xie L, Patterson C (2018). Emerging roles of vascular endothelium in metabolic homeostasis. Circ. Res..

[35] Peiris H, Bonder CS, Coates PT, Keating DJ, Jessup CF (2014). The beta-cell/EC axis: how do islet cells talk to each other?. Diabetes.

[36] Narayanan S (2017). Intra-islet endothelial cell and beta-cell crosstalk: Implication for islet cell transplantation. World J. Transpl..

[37] Fadini GP (2011). Widespread increase in myeloid calcifying cells contributes to ectopic vascular calcification in type 2 diabetes. Circ. Res..

[38] Flammer AJ (2012). Osteocalcin positive CD133+/CD34-/KDR+ progenitor cells as an independent marker for unstable atherosclerosis. Eur. Heart J..

[39] Foresta C (2010). Increased levels of osteocalcin-positive endothelial progenitor cells in patients affected by erectile dysfunction and cavernous atherosclerosis. J. Sex. Med..

[40] Foresta C (2013). Platelets express and release osteocalcin and co-localize in human calcified atherosclerotic plaques. J. Thromb. Haemost..

[41] Ushiku C, Adams DJ, Jiang X, Wang L, Rowe DW (2010). Long bone fracture repair in mice harboring GFP reporters for cells within the osteoblastic lineage. J. Orthop. Res..

[42] Zhou B (2013). Osteocalcin reverses endoplasmic reticulum stress and improves impaired insulin sensitivity secondary to diet-induced obesity through nuclear factor-kappaB signaling pathway. Endocrinology.

[43] Oury F (2011). Endocrine regulation of male fertility by the skeleton. Cell.

[44] Pi M (2008). GPRC6A null mice exhibit osteopenia, feminization and metabolic syndrome. PLoS ONE.

[45] Chiang JL, Kirkman MS, Laffel LM, Peters AL (2014). A. Type 1 diabetes through the life span: a position statement of the American Diabetes Association. Diabetes Care.

[46] Raz I (2013). Guideline approach to therapy in patients with newly diagnosed type 2 diabetes. Diabetes Care.

[47] Idelevich A, Rais Y, Monsonego-Ornan E (2011). Bone Gla protein increases HIF-1alpha-dependent glucose metabolism and induces cartilage and vascular calcification. Arterioscler. Thromb. Vasc. Biol..

[48] Tacey, A. et al. Potential role for osteocalcin in the development of atherosclerosis and blood vessel disease. *Nutrients***10**, 1426 (2018).10.3390/nu10101426PMC621352030287742

[49] Wang Y (2010). Ephrin-B2 controls VEGF-induced angiogenesis and lymphangiogenesis. Nature.

[50] Khan IM (2016). Postprandial monocyte activation in individuals with metabolic syndrome. J. Clin. Endocrinol. Metab..

[51] Li WC, Ralphs KL, Tosh D (2010). Isolation and culture of adult mouse hepatocytes. Methods Mol. Biol..

[52] Louet JF (2010). The coactivator SRC-1 is an essential coordinator of hepatic glucose production. Cell Metab..

[53] Pi X (2012). Bmper inhibits endothelial expression of inflammatory adhesion molecules and protects against atherosclerosis. Arterioscler. Thromb. Vasc. Biol..

[54] Jonason JH, O’Keefe RJ (2014). Isolation and culture of neonatal mouse calvarial osteoblasts. Methods Mol. Biol..

[55] Porter A (2017). Quick and inexpensive paraffin-embedding method for dynamic bone formation analyses. Sci. Rep..

[56] Su X (2012). The ADP receptor P2RY12 regulates osteoclast function and pathologic bone remodeling. J. Clin. Invest.

How the deposited data were processed for this re-analysis (not part of the article)

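Liver ECs of WT and LRP1 eKO mice were profiled by mRNA-seq in 4 libraries per genotype, and each library was assigned to its genotype and replicate number by the sample labels. Whether each library came from a different mouse was not known here, so that the spread between libraries may not be that between mice. Heart and lung EC libraries and the real-time PCR measurements were not analysed here.

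The authors deposited a table of quantile-normalized signal for 22520 protein-coding genes, with 1 column per library, and every column was used. The paper's methods state that the authors trimmed reads with trimGalore, mapped them to mm10 with STAR, counted them with featureCounts against a GENCODE gene model and tested the counts with edgeR. The methods do not describe this table or its quantile normalization, and the unit of the signal before that step is not stated. Quantile normalization gives the libraries nearly the same distribution, so that a global shift between genotypes is removed. The depth of the libraries is unknown, no interval for counting error was computed, and precision was judged from the spread between the 4 libraries of a group. Between 6186 and 6621 genes were listed at 0 in a library. Of 75 ribosomal protein genes, 0 were listed at 0 in any library.

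From the deposited signal, log2(signal + 1) was computed and tested with limma 3.58.1 in R 4.3.3, with genotype as the only term and a mean-variance trend. Genes entered with a signal of at least 1 in at least 4 of the 8 libraries, which left 11391 genes. The threshold was a Benjamini-Hochberg adjusted p under 0.05 and a 2-fold change, the values of the paper's methods. Named genes below the filter were fitted without it. An exact two-sided permutation test of the mean log2 signal was computed for each named gene, and 4 libraries against 4 cannot give a p below 0.029. Gene lists for 14 processes and 11 cell types, Y chromosome genes and the 10 FoxO examples of the paper were tested with camera at a preset correlation of 0.01. The lists, the tests of the comparisons and the rule for naming genes were written before the data were examined. The rule was to name every gene that the paper names for this comparison or its pathway, the 5 largest increases and the 5 largest decreases past the threshold without overlap of the groups, the genes annotated next to Bglap, and for a reported list the 3 genes with the smallest adjusted p or the highest mean. The text departs from it, since results of some genes that the paper names are not reported here, and for most lists fewer than 3 genes or none are named. Cdh5, Pecam1, Ptprc and list members named outside this rule in the closing section were chosen after their values were seen.

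The calculation was tested on simulated data for 11391 genes. Of 200 genes changed by 2 on the log2 scale, 199 were recovered, and 2 of 11151 unchanged genes were called. With no change simulated, 0 genes were called. With 1 list shifted, 2 lists were called. The simulated log2 values were normal and independent between genes, so that the effects of correlated genes and of outlying libraries were not tested by it. Gene positions and transcript sequences came from GENCODE M21 on GRCm38, in which 21740 of the 22520 gene identifiers were found. No genome sequence was used, and promoter sites were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

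The alternatives were pseudocounts of 0.1 and 5, no filter, a minimum mean signal of 5, limma without trend or with robust moderation, array weights, centring on a trimmed mean with 30% removed from each end, the replicate number as a block, other thresholds, a ratio of arithmetic means, other set tests, and leaving out each library in turn.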

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

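The camera and fry tests of the lists, the splits of the libraries and the test of the X-linked genes were set before their results were seen. For Esr1, the outcome that counts against the explanation had also been set. The other tests of explanations in this part, and leaving out each library in turn for the cell type lists, were chosen after the result was seen.

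Of 132 groups of 4 libraries that were examined over named genes and gene lists, 10 had a library far from the other 3 by Dixon's test, where chance gives 6.6. The gap of this library to the nearest, as a share of the range of the group, is given for each. WT replicate 4 was highest for Cxcl13 (0.831), Myl1 (0.892), the myogenesis list (0.962) and the oxidative phosphorylation list (0.895), and lowest for Ptprc (0.857), the FoxO target genes list (0.965) and the FoxO examples of the paper (0.847). Over all genes tested, WT replicate 4 was farthest from the median of the WT libraries for 61.7% of genes, against 13.4%, 10.5% and 14.4% for WT replicates 1, 2 and 3, so that this library differs over many genes. No batch or date of the libraries is given, and no biological explanation for this library was tested. Without it, the median log2 fold change of the myogenesis list was -1.16.

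LRP1 eKO replicate 2 was highest for Foxo4 (0.851) and Smg5 (0.976), whose LRP1 eKO signals lay between 7.29 and 7.42 and between 11.5 and 12.4. Over all genes tested, LRP1 eKO replicate 2 was farthest from the median of the LRP1 eKO libraries for 37.2% of genes. The shares of LRP1 eKO replicates 1, 3 and 4 were 22.4%, 18.5% and 21.9%. WT replicate 1 was lowest for the hepatic stellate and fibroblast list (0.863). No explanation was tested for these.

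Esr1, which the paper does not discuss, was higher by 3.48 on the log2 scale in LRP1 eKO libraries. Reads from the estrogen receptor part of the CreER transgene are a candidate explanation. The highest Esr1 signal of the LRP1 eKO libraries was 1.05 times the lowest, while that of Cdh5, whose promoter drives CreER, was 2.25 times the lowest. A variation of Esr1 apart from Cdh5 had been set as the result that counts against this explanation. With 1 value per gene, reads of the transgene and of the endogenous gene cannot be told apart, and 4 libraries are too few to relate Esr1 to Cdh5.

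Ifi44, an interferon-induced gene outside the process lists, was higher by 3.20 on the log2 scale. A larger share of macrophages is argued against as the cause of the higher interferon genes. With the mean of the macrophage list of each library as a covariate, 19 of the 19 interferon gamma response genes past the threshold stayed past it, and Ifi44 had a log2 fold change of 3.12. An effect of CreER itself stays open. With Esr1 taken as a marker of CreER, 0 of the 4 WT libraries had a signal of at least 1, and by the paper's genotypes WT mice carry no CreER, so that CreER and the loss of Lrp1 cannot be told apart in this design. The loss of Lrp1 itself is among the open explanations.

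The macrophage and Kupffer cell list was higher in LRP1 eKO libraries by a median of 1.14 on the log2 scale, with an adjusted p of 0.043 from camera, 0.32 from fry and 0.79 with an estimated correlation. All 13 tested genes had a higher mean, but 0 passed both thresholds and 2 had an unadjusted p below 0.05. With 1 library left out, the median ranged from 0.77 to 1.92, the highest without LRP1 eKO replicate 2. Its adjusted p from camera rose to 0.060, 0.18, 0.18, 0.15 and 0.068 without WT replicate 1 or 4 or LRP1 eKO replicate 1, 3 or 4, and was 1.3e-09 without LRP1 eKO replicate 2. The mean log2(signal + 1) of the list was 2.10 in LRP1 eKO replicate 2, below the 2.82 to 3.65 of the WT libraries, and from 4.74 to 5.61 in the other LRP1 eKO libraries. In LRP1 eKO replicate 2, 13 of 13 tested genes had their lowest LRP1 eKO signal, in line with a share of macrophage RNA that varies between preparations. Lyz2, the most abundant gene of the list, averaged 114 in WT and 233 in LRP1 eKO libraries. A response of macrophages to the loss of endothelial Lrp1 was not tested.

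The pan-endothelial list (median 0.37) and the liver sinusoidal endothelial list (median 0.47) were higher in LRP1 eKO libraries, both with an adjusted p of 0.0099 from camera and 0.0081 from fry, but 0.49 with an estimated correlation. Of the tested genes, 9 of 10 and 7 of 8 were higher. With 1 library left out, the pan-endothelial list kept an adjusted p of at most 0.039 from camera, while that of the liver sinusoidal list rose to 0.072 and 0.068 without LRP1 eKO replicate 1 or 3. Camera called 4 cell type lists in all, and 11 of the 35 splits of the 8 libraries into 4 and 4 gave as many, so that this number does not exceed what other groupings of the libraries give. No biological explanation was tested.

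Y chromosome genes were higher by a median of 0.37 on the log2 scale, with 4 of 4 tested genes rising and an adjusted p of 0.0099 from camera, 4.5e-04 from fry and 0.12 with an estimated correlation. A larger share of male cells might explain this. The X-linked homologs that escape inactivation, which such a share would lower, had a median log2 fold change of 0.13, and of these Eif2s3x passed an adjusted p of 0.05, with a log2 fold change of 0.19. Homologs that did not fall had been set as the result that counts against this explanation. Since most of them did not pass that adjusted p and a small change of share would move these genes by little, it cannot be told apart from regulation of the genes, and the sex of the mice of each library was not known here.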

How the results depend on the processing

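Bglap, Bglap2 and Lrp1 kept their direction and a limma adjusted p below 0.05 under each alternative that gave a test. A minimum mean signal of 5 removed Bglap and Bglap2 from the genes tested, so that it gave no value for them. The log2 fold change of Bglap was 3.41 with a pseudocount of 0.1 and 0.39 with a pseudocount of 5. The log2 ratio of arithmetic means was 4.31 for Bglap, 5.83 for Bglap2 and -3.89 for Lrp1, since a pseudocount of 1 pulls low signals together. The unknown depth limits the results of Bglap and Bglap2, since their signals in WT libraries were near 0.

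Without the 2-fold threshold, 2164 genes were higher and 2526 were lower. With a pseudocount of 0.1, 149 were higher and 166 lower, and with a pseudocount of 5, 40 were higher and 26 lower. A minimum mean signal of 5 gave 63 higher genes from fewer genes tested (8318). Over the 8 fits that each left out 1 library, from 81 to 163 genes were higher, the most without LRP1 eKO replicate 2, where 83 of the 99 genes were among them, and from 75 to 105 were lower. The cause was not tested. Trimmed-mean centring moved the median log2 fold change of all genes from -0.0095 to 0.0023. Of alternatives chosen after seeing the data, a 2-fold ratio of arithmetic means without a p-value gave 997 higher and 1182 lower genes with no filter among genes above 0 in both groups, 1845 higher and 1606 lower genes when the 848 genes at 0 in all WT libraries and the 424 at 0 in all LRP1 eKO libraries are counted too, and 235 higher and 180 lower genes with the filter, while a pseudocount of 0.1 with no filter gave 221 higher and 299 lower genes. A 2-fold change with no filter and no p-value gave 844 higher and 848 lower genes with a pseudocount of 0.01, 351 and 312 with 0.1, and 133 and 92 with 1. Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many genes past both thresholds.

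The genotypes share replicate numbers 1 to 4. The deviations of same-numbered libraries from their group means correlated at -0.086, -0.13, 0.18 and 0.038, so that the libraries share only a number. With a replicate block, 102 genes were higher and 90 lower, and the log2 fold change of Bglap was 1.29.

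Camera with an estimated correlation called 1 of 14 process lists in place of 12, and 0 cell type lists in place of 4, with 1 at an unadjusted p below 0.05. Leaving out 1 library, which was added for cell types after seeing the data, gave from 2 to 5 cell type lists, the fewest without LRP1 eKO replicate 1 or 3. Of the splits, 1, the real one, gave as many process lists, although other splits gave up to 11. The FoxO examples past both thresholds numbered 2 with a pseudocount of 0.1, 0 with a pseudocount of 5, where 8 had an unadjusted p below 0.05, and from 1 to 2 with 1 library left out, the most without LRP1 eKO replicate 2. Of the splits, 1, the real one, gave as many. The paper took the examples from its mRNA-seq datasets, which include liver ECs, so that the splits do not test them. The cause of these changes was not tested.

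Results with values near 0 changed sign, and the cause was not tested. Slc25a44 had a log2 fold change of 2.3e-04 with a pseudocount of 5, 0.012 with centring and between -0.044 and 0.025 with 1 library left out. With array weights, Insr was at -0.051 and Smg5 at -0.0017. With 1 library left out, Insr ranged from -0.070 to 0.047, Smg5 from -0.022 to 0.020 and Gprc6a from -0.0085 to 0.015. The median of the FoxO target genes list ranged from -0.020 to 0.026, that of the hepatic stellate and fibroblast list from -0.023 to 0.056 and that of the erythroid list from -0.16 to 0.051. With a minimum mean signal of 5, the FoxO target genes list was at -0.16. Among single genes and lists under the alternatives set at the start, 52 values lost the threshold and 11 passed it newly, while 834 kept their direction and side of the threshold.

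Tests on counts with edgeR or DESeq2 were not run, as the signal is not in counts. The alternatives for FoxO sites were not run, since no genome sequence was used.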

Differences from the paper's values

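For liver ECs, the paper's numbers of genes are 905 upregulated and 446 downregulated, and 99 and 90 genes passed both thresholds here. None of the alternatives set before the data were examined closed the gap for either number. With a 2-fold ratio of arithmetic means, no filter and no p-value, chosen after seeing the values, 997 genes were higher among genes above 0 in both groups, which is within 1.5-fold of the paper's number, but 1182 were lower, and with the genes at 0 in 1 group counted, 1845 were higher and 1606 lower, which is not within 1.5-fold for either. With a pseudocount of 0.1 and no filter, also chosen after seeing the values, 299 genes were lower, which is within 1.5-fold of the paper's number, but 221 were higher. With a 2-fold change, no filter and no p-value, also chosen after seeing the values, a pseudocount of 0.01 gave 844 higher genes, within 1.5-fold of the paper's number, and 848 lower genes, and a pseudocount of 0.1 gave 351 higher genes and 312 lower genes, the latter within 1.5-fold.

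The paper's fold increase of Ocn in liver ECs is 58.13. The fold change of Bglap was 2.44 on the scale of signal + 1, 10.6 with a pseudocount of 0.1 and 19.8 as the ratio of arithmetic means without a pseudocount. None of the alternatives set before the data were examined closed the gap. Whether the paper's value was computed from Bglap alone was not known here. The ratio of arithmetic means of Bglap2, compared with the paper's value after seeing it, was 57.0. Without WT replicate 3, the ratio was 93.5 for Bglap2 and 32.7 for Bglap, since WT replicates 2 and 4 were at 0 for both genes.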

Other observations

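The camera and fry tests of the lists, the test of the shared sequence and that of the transcript length were set before their results were seen. The outcome that counts against osteoblast-lineage cells and the limit for a common share had also been set. The other tests of explanations in this part were chosen after the result was seen.

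Of further genes that the paper measured by real-time PCR (Supplementary Fig. 2d), Selplg, Alox5ap and Timp4 are given here. In the libraries, the signal of Selplg was 0.402 ± 0.111 in WT and 1.28 ± 0.880 in LRP1 eKO (SD, n = 4 each), a log2 fold change of 0.60 (limma adjusted p = 0.17, fitted without the filter), and 0.92 without LRP1 eKO replicate 2 (limma adjusted p = 0.0033). Alox5ap rose from 1.31 ± 0.433 to 5.86 ± 3.59 (SD, n = 4 each), a log2 fold change of 1.37 (limma adjusted p = 0.026), which lost significance in 4 of the fits that each left out 1 library (limma adjusted p up to 0.070). With the macrophage list as a covariate, its log2 fold change was 0.67 (limma adjusted p = 0.0010). Timp4 (log2 fold change -0.65, limma adjusted p = 3.6e-04), fitted without the filter, was lower, with no overlap of the groups.

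Technical explanations of the higher Bglap and Bglap2 were examined. Higher transcription of the upstream gene Pmf1 that runs into Bglap is argued against by the log2 fold change of Pmf1 of -0.72. Transcripts of Pmf1 that run into Bglap without a rise of Pmf1 were not tested and stay open. A larger share of macrophages is argued against by the limma adjusted p of Bglap of 2.3e-05 with the macrophage list as a covariate. Reads shared between the paralogs stay open, since 74.7% of the 50-base stretches of Bglap also occur in Bglap2 and the assignment of shared reads is not known, so that a rise of both genes and a rise of 1 of them cannot be told apart. A contribution of osteoblast-lineage cells cannot be told apart from expression in ECs either. Of the 8 tested genes of the osteoblast list, 0 passed both thresholds upward and 4 had an unadjusted p below 0.05 (median log2 fold change 0.17, adjusted p = 0.44 from camera and 0.020 from fry). No gene past both thresholds had been set as the result that counts against such cells. It is not decisive, as abundant genes of the list hide a small share. Runx2 (0.54) and Mmp13 (0.86) rose, Alpl fell (-0.30), and Ibsp and Dmp1 were listed at 0 in each library. Sparc and Col1a2, at a mean of 3696 and 833 in WT libraries, would hide a small share, and Col1a1 and Col1a2 are also in the fibroblast list. Induction in ECs by the loss of Lrp1, which the paper reports, is among the open explanations.

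The 20 genes of the pan-endothelial list had low signals. Their median percentile among all genes of a library was between 47.9 and 51.3, against 81.6 to 89.2 for the hepatic stellate and fibroblast list, and it was the lower in 8 of 8 libraries. Pecam1, whose protein was the target of the beads used for isolation, had a signal of 2.09 ± 0.416 in WT and 3.02 ± 0.911 in LRP1 eKO libraries (SD, n = 4 each). The most abundant genes of the fibroblast list were Col1a2, Acta2 (811 in WT libraries) and Tagln (674). Gene length is argued against, since among genes of similar transcript length the endothelial list had a median percentile of 47.2 and the fibroblast list of 86.2. RNA that comes mostly from cells other than ECs would give such levels. Lrp1, however, fell to 6.74% of its WT mean under a CreER driven by the Cdh5 promoter. This would go against the explanation only if the other cells express Lrp1 and Cre acted in ECs alone. Neither condition was tested here, so that the loss of Lrp1 does not decide the question. Such a mixture and ECs with a low expression of these markers cannot be told apart. How many of the fibroblast genes the isolated ECs themselves express was not known here.

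All 13 tested hepatocyte genes were lower in LRP1 eKO libraries, with a median log2 fold change of -1.50 (adjusted p = 1.1e-11 from camera, 6.2e-06 from fry and 0.12 with an estimated correlation). The middle 50% of their ratios spanned 1.67-fold, and between 1.59 and 1.84 with 1 gene left out, which is in line with a smaller share of hepatocyte RNA. Alb had a mean of 20.8 in WT and 6.15 in LRP1 eKO libraries. Trf, the most abundant gene of the list, went from 1387 to 733, the weakest decrease of the list by ratio. An effect of Lrp1 on these genes was not tested.

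A smaller share of muscle cell RNA is a candidate explanation for the lower myogenesis genes. Of 16 tested genes, 15 were lower, the exception being Des, which the fibroblast list also holds. The middle 50% of their ratios spanned 2.14-fold, above the limit of 2-fold that had been set for a common share, so that by this limit the test counts against the explanation. After this value was seen, the span was computed again with each gene left out, and it ranged from 1.96 to 2.22, on both sides of the limit, so that a smaller share and regulation of the genes cannot be told apart.

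The other cell type lists did not pass the threshold of camera, namely granulocyte (median log2 fold change 0.67 over 4 tested genes), erythroid (-0.081 over 2), megakaryocyte and platelet (-0.073 over 7), cholangiocyte (-0.25 over 6) and hepatic stellate and fibroblast (0.037 over 15). The granulocyte list passed it in 1 of the fits that left out 1 library (adjusted p = 0.047 from camera). Over these fits, its median ranged from 0.53 to 0.89. Of the lymphocyte list, 0 genes passed the filter. Of other genes that the paper names, Ptprv, the gene of OST-PTP, had a log2 fold change of 0.53 (limma adjusted p = 0.0496), which lost significance in 6 of the fits that left out 1 library. Igf1r had a log2 fold change of 0.24 (limma adjusted p = 0.045), which lost significance in 5 of these fits. Gapdh had a log2 fold change of 0.27 (limma adjusted p = 0.0025), and a difference of Insr was not detected (limma adjusted p = 0.98). The highest signal of Gprc6a in any library was 0.0410.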
